# Mouse Retinal Organoid Growth and Maintenance in Longer-Term Culture

**DOI:** 10.3389/fcell.2021.645704

**Published:** 2021-04-27

**Authors:** Manuela Völkner, Thomas Kurth, Jana Schor, Lynn J. A. Ebner, Lara Bardtke, Cagri Kavak, Jörg Hackermüller, Mike O. Karl

**Keywords:** organoid, retina, maturation, development, mouse, growth, sonic hedgehog, gliosis

## Abstract

Using retinal organoid systems, organ-like 3D tissues, relies implicitly on their robustness. However, essential key parameters, particularly retinal growth and longer-term culture, are still insufficiently defined. Here, we hypothesize that a previously optimized protocol for high yield of evenly-sized mouse retinal organoids with low variability facilitates assessment of such parameters. We demonstrate that these organoids reliably complete retinogenesis, and can be maintained at least up to 60 days in culture. During this time, the organoids continue to mature on a molecular and (ultra)structural level: They develop photoreceptor outer segments and synapses, transiently maintain its cell composition for about 5–10 days after completing retinogenesis, and subsequently develop pathologic changes – mainly of the inner but also outer retina and reactive gliosis. To test whether this organoid system provides experimental access to the retina during and upon completion of development, we defined and stimulated organoid growth by activating sonic hedgehog signaling, which in patients and mice *in vivo* with a congenital defect leads to enlarged eyes. Here, a sonic hedgehog signaling activator increased retinal epithelia length in the organoid system when applied during but not after completion of development. This experimentally supports organoid maturation, stability, and experimental reproducibility in this organoid system, and provides a potential enlarged retina pathology model, as well as a protocol for producing larger organoids. Together, our study advances the understanding of retinal growth, maturation, and maintenance, and further optimizes the organoid system for future utilization.

## Introduction

Retinal degenerative diseases affect millions of patients worldwide, and for the majority there are no effective therapies (Scholl et al., 2016; Flaxman et al., 2017). Animal disease model research continuously increases our understanding of pathomechanisms, reveals potential therapeutic targets, and is successfully used to develop gene, drug, and cell therapies (Veleri et al., 2015). However, many drug-discovery and testing studies are still limited, since these require very large numbers of animals or retinas for cell culture. Very few human donor tissues are available, and these are of variable quality and also usually only available at disease endstage. Larger-scale animal studies, particularly for large animal models, have ethical and practical limitations. Further, the translation from animals to human patients faces various issues which might be overcome with access to an unlimited number of mouse and human retinal organoids (Kruczek and Swaroop, 2020). Organoid systems might reduce the number of animals required, for example using mouse retinal organoids (MROs) in combination with matching mouse *in vivo* models, as well as with related preclinical human retinal organoid models.

Mouse and human pluripotent stem cell derived retinal organoid systems make the self-organized development of 3D, stratified retinal tissues possible, theoretically in unlimited numbers (Bell et al., 2020; Kruczek and Swaroop, 2020; O’Hara-Wright and Gonzalez-Cordero, 2020). Retinal organoid research has been shown to facilitate basic and translational research, like studies of retinogenesis, physiology, disease mechanisms, and preclinical studies of cell- and gene-based therapies. However, the requirements for reliably and stably reproducing all structural and functional properties of the physiological retina in the organoid system, as well as those facilitating its long-term maintenance in culture in the mouse and human system, have not yet been fully defined: No organoids have been systematically assessed beyond neonatal stages yet. It is particularly important to stably emulate mature retinas for studies of visual function, and for modeling pathologies with progression or onset after the neonatal stage: this includes most inherited retinal dystrophies and age-related macular degeneration. The first models reproducing genetic defects, like deficits in photoreceptor-specific proteins, cilia, and photoreceptor dystrophy, have been reported in human organoids (Parfitt et al., 2016; Deng et al., 2018; Gantner et al., 2019; Huang et al., 2019; Lane et al., 2020), and in MRO (Mookherjee et al., 2018). Generally, it has not yet been possible to reproduce complex pathologies with several distinct processes, like neurodegeneration, glial pathologies, and neural remodeling. So far, one study has experimentally modeled induced photoreceptor degeneration in MROs, but analysis of longer-term pathogenesis and therapy was limited by spontaneous degeneration in the controls (Ito et al., 2017). In general, the organoid properties required for effective modeling of retinal pathologies, and those currently provided by organoid systems, are still incompletely understood and defined.

Several studies so far could show that retinogenesis, which describes the process of multipotent stem cells dividing and differentiating into all major types of retinal neurons, as well as Müller glia, is reproduced in mouse retina organoids (Eiraku et al., 2011; Gonzalez-Cordero et al., 2013; Decembrini et al., 2014, 2020; Hiler et al., 2015; Chen et al., 2016; Völkner et al., 2016; Ito et al., 2017; DiStefano et al., 2018; Ueda et al., 2018; Brooks et al., 2019). The depletion of stem cells, and thus the completed differentiation (cell birth), of retinal cells marks the timepoint in retinogenesis when all retinal cells are postmitotic, and the retina is therefore also described as postmitotic. Retinal cell birth is complete at about postnatal day (P) P5–P6 in the central region, and at P10 in the periphery of the mouse retina *in vivo* (Young, 1985; Ogawa et al., 2017). Young mice open their eyes, and the retina becomes functional, at about P12, although it fully matures until about P30. Various MRO protocols and modifications reproduce 3D-like retinas in culture, and offer advantages for specific requirements and applications, and for more efficient organoid production. Retinal organoids undergo the same major developmental changes as in the mouse *in vivo* (Eiraku and Sasai, 2011; Eiraku et al., 2011; Gonzalez-Cordero et al., 2013; Decembrini et al., 2014; Hiler et al., 2015; Chen et al., 2016; Völkner et al., 2016; Ito et al., 2017; DiStefano et al., 2018; Ueda et al., 2018; Brooks et al., 2019; Decembrini et al., 2020). However, it has not yet been possible to mature and maintain MROs to the adult state. There may be differences in MRO size, timing of retinogenesis, cell composition and organoid viability and stability might vary, depending on the protocol. This may limit retinal phenotype stability, longer-term culture, and application potentials. Notably, MROs have been studied up to the end of retinogenesis, or slightly thereafter (Eiraku and Sasai, 2011; Eiraku et al., 2011; Decembrini et al., 2014; Hiler et al., 2015; Chen et al., 2016; Völkner et al., 2016; Ito et al., 2017; DiStefano et al., 2018; Ueda et al., 2018; Brooks et al., 2019; Decembrini et al., 2020), which ranges between D21 and D35: most studies report that organoids did not survive long after that. Thus, longer-term culture of MROs has not yet been systematically assessed within or between protocols. For example, some protocols may provide high MRO yields (Gonzalez-Cordero et al., 2013; Decembrini et al., 2014), but develop with intertwined retinal and non-retinal structures. MROs may develop with deficits of the inner retina, although bioreactor culture and supplements may improve this (Hiler et al., 2015; Chen et al., 2016; DiStefano et al., 2018; Brooks et al., 2019). Further, organoid neuroepithelial developed into eyefields in the pioneering protocol, but infrequently form optic vesicles with most mESC lines (Hiler et al., 2015; Völkner et al., 2016). To achieve efficient generation of complete, 3D, stratified retinas, we devised the trisection protocol. This yields three evenly-sized, smaller neuroepithelial parts developing into twice as many MROs per starting aggregate. These show very low variances in several aspects at cellular and molecular levels, which means they are easier to use (Völkner et al., 2016; Santos-Ferreira et al., 2019; Völkner et al., 2019). Further, O_2_ and nutrient supply in larger MROs might limit proper development and homeostasis (DiStefano et al., 2018), and thus smaller MROs might be advantageous. This prompted us to hypothesize that MROs developed using the trisection method might also provide reproducible and stable properties beyond the completion of retinogenesis, e.g., facilitating further maturation and survival in longer-term culture.

In this study, we assessed retinal maturation and stability in longer-term culture up to D60 in the trisection-based MRO system. We previously demonstrated that MROs reproducibly develop within 20 days. Here, we show that MROs reproducibly complete retinal cell generation and continue to mature while maintaining comparable cell numbers over a transient timeframe, and subsequently develop some pathologic changes, particularly, in the inner but also outer retina. To experimentally validate and apply this MRO system, we tested stimulation of retinal growth and found that growth becomes limited with increasing organoid age. Thus, we provide a modified protocol for the efficient and reproducible production of larger MROs, which increases the cell yield and possibly provides an organoid pathology model for congenital retinal enlargement. In summary, our data confirm that this MRO system provides experimental access to embryonic, neonatal, and postmitotic retinas, and opens up various application potentials.

## Materials and Methods

### mESC Maintenance

E14TG2a (MMRRC, UC Davis) mouse embryonic stem cells (mESC) were cultured in mESC medium (DMEM, 15% FBS, 1% pyruvate, 1% NEAA, 1% GlutaMAX, 1% penicillin/streptomycin, 1 mM 2-mercaptoethanol) supplemented with 10^3^ U/ml LIF and 1 μM PD0325901 on 10 cm tissue-culture plates (BD Falcon). Cells were passaged every 2 days using TrypLE Express (Invitrogen) and reseeded at a density of 1 × 10^6^ cells/plate.

### Mouse Retinal Organoid Culture

Mouse retinal organoids (MROs) were differentiated using the trisection protocol (TRIP) as previously described (Völkner et al., 2016, 2019). Briefly, mESCs were dissociated to single cells using TrypLE Express (Invitrogen), and plated into 96-well low-adhesion plates (U-bottom, Lipidure Coat, NOF) at 3000 cells per well in retinal differentiation medium (GMEM, 1% penicillin/streptomycin, 1% NEAA, 1% pyruvate, 1.5% KnockOut serum replacement, 1 mM 2-mercaptoethanol). On day (D) 1, 2% Matrigel (growth-factor reduced, BD Biosciences) was added to the culture media. On D7, MROs were transferred to bacterial-grade petri dishes (Greiner Bio-One) and further cultured (40% O_2_) in DMEM/F12 with GlutaMAX, supplemented with 1% N-2 and 1% penicillin/streptomycin. On D10, MROs were manually trisected using surgical tweezers (Fine Science Tools, Dumont No. 5) and further cultured in DMEM/F12 with GlutaMAX, 1% N-2 supplement, 1% penicillin/streptomycin, 10% FBS in bacterial-grade petri dishes. Synthetic retinoid analog EC23 (0.3 μM) was added from D10 to D14. Half of the media was exchanged every other day thereafter.

In some sets of experiments, smoothened agonist (SAG, Enzo Life Sciences) was added to the culture from D14–D21, D20–D25, or D25–D30. SAG was added at a final concentration of 0.25 μM and replaced at each media change (every second day). SAG was dissolved in sterile DMSO and an equal amount of DMSO (0.25 μl/ml) was applied to control MROs. To assess if SAG treated MRO develop all retinal cell types, MRO were treated with SAG from D14-21, then SAG was removed by a full media change, and MRO were kept in culture for 5 more days and analyzed at D26.

To assess MRO stability in different protocols, MROs were differentiated from the same batch of mESC cells in parallel using the trisection (see above) and mother-organoid protocols (MOP), respectively. MRO generation by the mother-organoid approach was performed as previously described (Gonzalez-Cordero et al., 2013; Santos-Ferreira et al., 2016). Briefly, mESCs were treated in the same way as for the trisection protocol (see above) until D7. Then, developing MROs were kept in the 96-well plate for an additional 2 days and transferred to bacterial-grade petri dishes (Greiner Bio-One) on D9. In contrast to the trisection protocol, MROs were not cut, but were further cultured under the same conditions (37°C, 20% O_2_) in DMEM/F12 with GlutaMAX, supplemented with 1% N-2 and 1% penicillin/streptomycin. EC23 (0.3 μM) was added to the culture medium from D14 onward, and half of the media was exchanged every other day thereafter.

### Mouse Retinal Explant Culture

Mouse retinal explant culture was performed as previously described (Löffler et al., 2015). Briefly, at postnatal day (P) 10, retinas were dissected in HBSS and placed with the outer nuclear layer (ONL) facing down on Millicell cell culture inserts (Millipore). Cell culture inserts were placed in 6-well plates with 1ml of culture medium [DMEM F12, (US Biologicals, D9807-05), 1% N-2, 5 mM Hepes, 1% penicillin/streptomycin, 1% FBS, 1 mM L-glutamine, 0.6% D + glucose, 0.2% NaHCO_3_]. Recombinant human EGF (R&D) was added to the culture medium daily at 50 ng/ml and half of the medium was replaced daily. Retinas were cultured at 5% CO_2_ and 37°C. Mice used in this study were C57BL/6JRj^1^. Animals were maintained under a 12 h light/dark cycle with access to food and water *ad libitum* under specified pathogen-free conditions. All necessary licenses were obtained according to the TU Dresden and German Federal regulations (approved by Landesdirektion Dresden, Germany). Research followed the guidelines of the ARVO Statement for the Use of Animals in Ophthalmic and Visual Research.

### Immunohistochemistry

For immunohistochemistry, tissue was fixed in 4% PFA in PBS, cryoprotected in a graded series of sucrose solutions and embedded in OCT compound (Sakura Finetek). Tissue was cut into 12 μm sections, mounted on Superfrost Ultra Plus slides (Thermo Scientific) and stored at –80°C. Sections were washed in PBS for 15 min then, if necessary, antigens were retrieved via citrate (10 mM sodium citrate, pH 6.0, 30 min at 70°C). The tissue was blocked for 30 min at RT in blocking solution (0.5% BSA, 0.3% Triton-X-100 in PBS), followed by primary-antibody incubation (48 h, 4°C). Tissue was washed in PBS (3×, 10 min) and species-specific secondary antibodies conjugated to fluorophores (488, Cy3, 649; Dianova, 1:1000) were applied for 1 h at RT. Nuclei were stained by DAPI (AppliChem). Tissue was washed again in PBS and coverslipped using Fluoromount-G (Southern Biotechnology). Filamentous actin was visualized using Phalloidin488 staining (PD, Invitrogen; 1:500, 15 min at RT) after secondary-antibody incubation. TUNEL assay for cell death analysis was performed before primary antibody incubation using *In Situ* Cell Death Detection Kit TMR red (Sigma-Aldrich, Roche products) according to the manufacturer’s instructions. Primary antibodies used in this study are listed in Supplementary Table 1.

### Qualitative and Quantitative Imaging-Based Analysis

Samples were imaged on a Zeiss ApoTome2 or Zeiss Spinning Disk confocal microscope. For cell counts, 100 μm-wide regions of interest (ROI) were used. The *x*-axis of each ROI was positioned radially to the organoid center, and the *y*-axis aligned perpendicular to the organoid surface. The height of the ROI was set to include the entire epithelial width. ROI images are *z*-axis projections of 5 × 1 μm, i.e., five planes, 1 μm apart acquired in Apotome mode using a 20 × Plan-Apochromate objective. For cell counts, images were 3D reconstructed (maximum intensity projection) and counted using Fiji (Schindelin et al., 2012). For quantitative analysis of RHO, PDE6B, GNAT1, BSN, SYP, and GFAP, images were thresholded in Fiji (mean threshold mode) and the pixel area above the threshold was measured and normalized to ROI or DAPI area. Phospho-histone-3 (PHH3)-labeled cells, as well as rosettes, were counted per entire organoid section, and normalized to each organoid circumference. Organoid circumference and epithelial thickness were measured on microscopic images of entire central organoid sections using Fiji. For cell death analysis of developing MRO, ROI were automatically thresholded in Fiji (mean threshold mode, separately for each channel), and pixel area above threshold was measured and normalized to DAPI pixel area. To discriminate between cell death in ONL-like and inner retinal layers, ROI were sub-divided in an outer (ONL) and inner (INL/GCL) layer based on ELAVL3/4 staining from D15 onward. For qualitative analysis of marker expression, at least 10 MROs from *N* ≥ 1 independent experiments were assessed.

### Histology of Methacrylate Resin Sections

Histology of MRO was performed as previously described (Völkner et al., 2019). Briefly, MRO were fixed in modified Karnovsky’s fixative (2% glutaraldehyde, 2% paraformaldehyde in 50 mM HEPES) overnight at 4°C (Kurth et al., 2010). Samples were washed, postfixed in 1% OsO_4_/PBS, washed again and dehydrated in a graded series of ethanol. Samples were infiltrated in Technovit 7100 and embedded. Sections were cut at 2 μm using a rotary microtome. Sections were stained with 1% toluidine blue/0.5% borax and imaged using the Keyence Biozero 8000 fluorescence microscope.

### Transmission Electron Microscopy (TEM)

Transmission electron microscopy of MROs was performed as previously described (Völkner et al., 2019). Briefly, MROs were fixed in 4% formaldehyde (prepared from paraformaldehyde prills) in 100 mM phosphate buffer and dissected for different applications. Samples selected for resin embedding and TEM were postfixed in modified Karnovsky’s fixative (2% glutaraldehyde, 2% paraformaldehyde in 50 mM HEPES) overnight at 4°C (Kurth et al., 2010). Samples were washed and further postfixed in 2% aqueous OsO_4_ solution containing 1.5% potassium ferrocyanide and 2 mM CaCl_2_. After washing, samples were incubated in 1% thiocarbohydrazide, washed again, and contrasted in 2% aqueous OsO_4_ for a second time. After washing, samples were *en-bloc* contrasted with 1% uranyl acetate/water, washed again in water, dehydrated in a graded ethanol series and infiltrated in the epon substitute EMBed 812. After embedding, samples were cured at 65°C overnight. Ultrathin sections were cut with a Leica UC6 ultramicrotome and collected on formvar-coated slot grids. Sections were stained with lead citrate (Venable and Coggeshall, 1965) and uranyl acetate, and imaged on a FEI Morgagni D268 (camera: MegaView III, Olympus) or a Jeol JEM1400 Plus (camera: Ruby, JEOL) both running at 80 kV acceleration voltage.

### Correlative Light Electron Microscopy (CLEM) of Ultrathin Cryosections

To perform CLEM, small pieces of dissected MROs were fixed in 4% paraformaldehyde (PFA) in 0.1M phosphate buffer (PB, pH 7.4) and processed for Tokuyasu cryo-sectioning (Tokuyasu, 1980; Slot and Geuze, 2007). Samples were washed in PB, infiltrated stepwise into 10% gelatin at 37°C, cooled down on ice, incubated in 2.3M sucrose/water at 4°C, mounted on pins (Leica # 16701950), and plunge-frozen in liquid nitrogen. 70–100 nm sections were cut on a Leica UC6 + FC6 cryo-ultramicrotome and picked up in methyl cellulose/sucrose [1:1 2% methyl cellulose (MC, Sigma M-6385, 25 centipoises) and 2.3M sucrose].

To facilitate the identification of photoreceptors by CLEM, sections were stained with antibodies for RHO or RCVRN (Fabig et al., 2012; Santos-Ferreira et al., 2016). In brief, grids were incubated in PBS at 37°C for 20 min, washed with 0.1% glycin/PBS, blocked with 1% BSA/PBS and incubated with the primary antibodies for 1 h. For primary antibodies raised in rabbit, grids were washed in PBS and incubated directly with protein A conjugated to 10 nm gold particles for 1 h, washed again in PBS and post-fixed in 1% glutaraldehyde (5 min). For mouse primary antibodies, sections were incubated with rabbit-anti-mouse bridging antibodies (Slot and Geuze, 2007), followed by protein A gold and postfixation. Subsequently, sections were incubated with fluorescently-labeled secondary antibodies (goat-anti-rabbit or goat-anti-mouse Alexa488), washed with PBS, stained with DAPI and washed in water. Grids were mounted in 50% glycerol/water between two coverslips, and imaged with the Keyence Biozero 8000 fluorescence microscope. Sections were demounted, washed with distilled water, stained with neutral uranyl oxalate [2% uranylacetate (UA) in 0.15 M oxalic acid, pH 7.0], washed in water, and incubated in MC containing 0.4% UA for 5 min. Grids were looped out, air dried and sections were analyzed on a JEM 1400Plus transmission electron microscope at 80 kV. Images from the exact same sections and regions as for fluorescence microscopy were taken with a Ruby digital camera (JEOL). Overlays of fluorescent and TEM images for CLEM were prepared using Fiji and Adobe Photoshop by overlaying structures clearly distinguishable both in fluorescence and transmission electron microscopic images, i.e., cell nuclei and junctions.

### Scanning Electron Microscopy (SEM)

Mouse retinal organoids were fixed in modified Karnovsky’s fixative (2% glutaraldehyde, 2% paraformaldehyde in 50 mM HEPES). After washing in HEPES and PBS, samples were postfixed in 1% osmium tetroxide/PBS, washed in PBS and water, and dehydrated in a graded ethanol series. Samples were critical-point dried using the Leica CPD 300 (Leica Microsystems, Vienna, Austria). Dried whole MROs were mounted on 12 mm aluminum stubs; some MROs were manually dissected using a scalpel. This way, the samples break apart, preferentially between cell borders. Finally, samples were sputter-coated with gold using the Baltec SCD 050 (Leica) and analyzed with a JSM 7500F cold field emission SEM (JEOL) at 8 mm working distance and 5–10 kV acceleration voltage using the lower secondary electron detector.

### Statistical Analysis

Statistical analysis was performed with GraphPad Prism 8 software using one-way ANOVA (Tukey’s *post hoc* test) or Student’s unpaired *t*-test. Results were considered significant for *p* < 0.05, and data were plotted as mean ± standard deviation (SD). Standard deviations were computed for total organoid numbers (n) from N experiments. *N* ≥ 3 independent experiments with *n* ≥ 5 MROs per experiment were analyzed for each dataset, unless differently indicated in the figure legend.

### Transcriptome Analysis

#### Library Preparation and Transcriptome-Sequencing

For transcriptome analysis, MROs were sampled at D20, 22, 25, and 30 (*n* = 6 MRO each, *N* = 1 independent experiment). Individual organoids were lysed in 100 μl TRIzol by mortar-pestle homogenization, RNA was isolated using miRNeasy Kit (Qiagen) and Maxtract High Density tubes (Qiagen), residual DNA was removed using Ambion TURBO DNA-free Kit (Thermo Fisher) and RNA cleaned up by ethanol-precipitation. RNA concentration was determined by Qubit 2.0 instrument using the Quant-iT RNA kit (Thermo Fisher Scientific). The RNA integrity for each sample was controlled with the RNA 6000 Nano Assay and the Agilent 2100 Bioanalyzer (Agilent Technologies). All samples included in the experiment had RIN > 8, and 100 ng total RNA was used for rRNA depletion. Ribosomal RNAs were removed from total RNA using the Ribo-Zero Gold H/M/R Magnetic Kit (Illumina). A strand-specific library for transcriptome sequencing was prepared using the ScripSeqv2 Kit (Illumina), which was checked by Agilent 2100 Bioanalyzer system with a High Sensitivity DNA Kit (Agilent). Library concentration was determined by Qubit 2.0 instrument using the Quant-iT dsDNA High Sensitivity kit (Thermo Fisher Scientific). Forty nanogram from each library was pooled. Library pool was size selected in a range of 200–600 bp using preparative agarose gel in combination with MinElute Gel Extraction Kit (Qiagen). Single-end sequencing with 30 million reads per sample was performed at a length of 75 bases on HiSeq2500 (Illumina).

### Analysis of RNA-Seq Data

The data processing prior to its analysis was performed in uap (Kampf et al., 2019). Sequencing reads were demultiplexed using bcl2fastq (Illumina, release 2.20) and sequencing adapters trimmed using cutadapt (release 1.5) (Martin, 2011). Quality control was performed using the fastqc program (release 0.11.2) and fastx-toolkit (release 0.013). Reads were aligned to the mouse genome (UCSC Mouse Dec. 2011 GRCm38/mm10 Assembly) using hisat2 (release 2.1.0) (Kim et al., 2015) and subsequently sorted by name and genomic location using samtools (release 1.1) (Li et al., 2009). New transcripts were generated using stringtie (release 1.3.3, reference annotation: Gencode v26) (Pertea et al., 2015), and sample-wise assemblies were merged applying stringtie-merge. Subsequently, new transcripts were annotated with respect to their relative genomic position to known genes using cuffcompare (2.2.1) (Trapnell et al., 2010). Transcripts entirely located within a reference intron, were considered intergenic and those overlapping an exon of a known gene on the opposite strand were kept for further analysis. The number of reads overlapping a known gene from the reference annotation or a new transcript was counted using htseq-count (0.6.1) (Anders et al., 2015). The subsequent data analysis was mainly performed using the R language for statistical computing (version 3.5.1). Differential gene expression analysis was performed using Bioconductors DESeq2 R package (version 1.22.1, Love et al., 2014). The Variance-mean dependence was estimated in our count data, and the samples from each timepoint were tested against each other for differential expression using the negative binomial distribution. Genes with a base mean below 10 were discarded, and for all remaining genes the *p*-value was adjusted using Benjamini and Hochberg adjustment method (Haynes, 2013). All genes with an adjusted *p*-value below 0.01 (=FDR) were regarded as differentially expressed. The *z*-score is calculated by subtracting the population mean from a given data point and divided by the standard deviation. Gene set enrichment analysis was performed on the DE genes using Bioconductors Ensemble of Gene Set Enrichment Analysis (EGSEA) R package (Martin, 2011). We included all available gene sets (h, c1, c2, c3, c4, c5, c6, c7) from MSigDB (Haynes, 2013), as well as gene sets from GeneSetDB (Araki et al., 2012). The top 20 gene sets were kept and clustered according to the expression profile of the underlying genes. For further analysis, we used custom-made Genes of interest (GOI) lists based on data in the literature and integrated with the results of the differential expression analysis by mapping the gene identifiers (ensemble gene ID).

### Image Processing and Figure Preparation

Graphs and schematic illustrations were prepared using GraphPad Prism 8 and Adobe CS Illustrator 2020 software, respectively. Images were optimized, making minor changes to contrast, and cropped in Adobe CS Photoshop 2020 and arranged using Adobe CS Illustrator 2020.

## Results

### Retinal Organoid Retinogenesis and Maintenance in Longer-Term Culture

To evaluate whether MROs can be maintained beyond the end of retinogenesis, we utilized our previously-developed trisection protocol optimized for MRO generation (Völkner et al., 2016, 2019). Here, we hypothesized that the trisection system might facilitate further MRO maturation and maintenance in longer-term culture due to its low variance in development. To assess this, MROs were generated and sampled at increasing ages (Figure 1A), days (D) 18, 22, 25, 30, 35, 40, 50, and 60 (unless noted otherwise: *N* ≥ 3 independent experiments with *n* ≥ 5 MROs per experiment and timepoint). Phase contrast live imaging of developing whole MROs reproducibly showed growing and bright retinal epithelia at least up to D25 (Figure 1B). Thereafter, epithelial brightness and MRO size slowly decreased with increasing age, although we did not observe catastrophic tissue deterioration. Thus, we reproducibly maintained MROs longer than previously reported by any other MRO system. Qualitative analysis by histology (Figure 1C) and immunostaining of MRO sections (Figure 1D) showed that a stratified retinal epithelium and a large outer retinal layer with RCVRN+ photoreceptors were maintained up to D50. Quantitative analyses confirmed that MROs showed a low variance in size and epithelial thickness (Figure 1E), and an age-dependent reduction in size and epithelial thickness to 74% and 62% of the maximum, respectively. Total cell counts based on the nuclei stain DAPI on MRO sections (Figures 1F,G) showed that the cell number remained stable until D25 (267 ± 43 DAPI cells/ROI), started to decline at D30 (187 ± 45 DAPI cells/ROI), and further decreased slowly until D60 (126 ± 51 DAPI cells/ROI). Next, we determined whether MROs in our system not only complete retinal cell generation (i.e., stem cells differentiate into retinal neurons and glia, Völkner et al., 2016), but also whether MROs maintain a postmitotic state. For example, degenerating neurons may reactivate cell-cycle machinery *in vivo* (Zencak et al., 2013), and glia may undergo pathologic proliferative gliosis in culture and *in vivo* (Karl et al., 2008; Löffler et al., 2015; Sardar Pasha et al., 2017). KI67 is expressed in all phases of the cell cycle in stem cells of the developing retina, and transiently maintained in early postmitotic retinal cells (Pacal and Bremner, 2012) like other stem-cell and cell-cycle related genes (Blackshaw et al., 2004). Quantification of immunolabeled KI67+ cells on MRO sections at all sampled timepoints (Figures 1F,G) showed an age-dependent and rapid decline between D18 and D25, and KI67 was rarely detectable thereafter. These data support and extend our previous findings based on mitosis markers, birthdating, and gene expression changes of retinal stem cells, neurons, and glia (Völkner et al., 2016). To further characterize retinal cell types in MROs, we performed side-by-side immunostainings with primary mouse retinas (Figures 2A,B and Supplementary Figure 1), including markers for photoreceptors (RCVRN), bipolars (VSX2, PROX1), amacrines, horizontals, and ganglion cells (ELAVL3/4, BHLHE22, CALB1, CALB2, EBF3), ganglion cells (BRN3), and Müller glia (SOX2, RLBP1). These data confirm that this MRO system contains all major retinal cell types in a laminated structure (Völkner et al., 2016). In summary, MROs derived from the trisection protocol develop by regulated processes, so that stem cells become depleted and the generation of retinal neurons and glia is completed reproducibly. Thereafter, the MROs can be maintained in culture for further studies: Retinal cells remain postmitotic at least up to D60. Thus, it will be possible to use this system to study MRO maturation and stability at increasing organoid ages.

**FIGURE 1:**
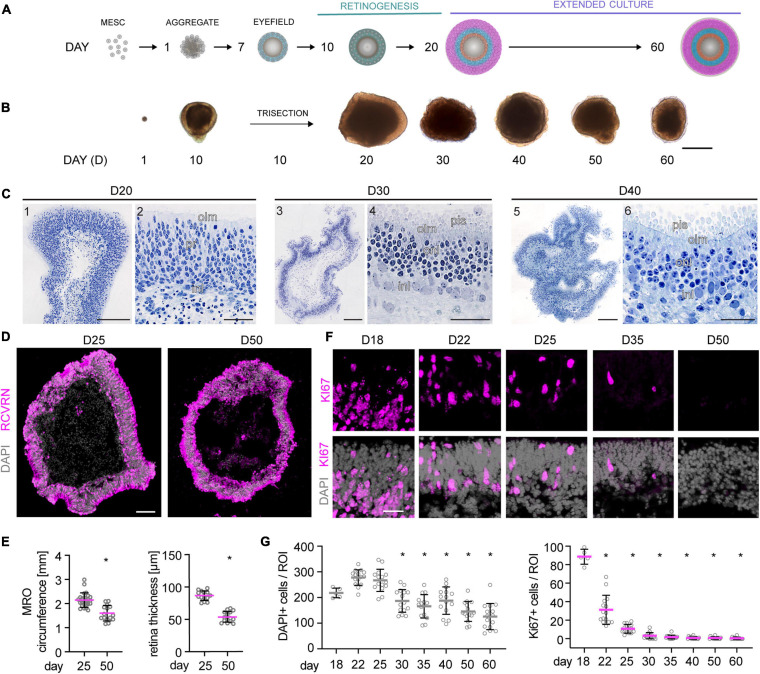
Morpho-histological characterization of MROs within longer-term culture. **(A)** Schematic of the experimental approach. Mouse retina organoids (MROs) were differentiated as previously described (Völkner et al., 2016, 2019) and analyzed at different timepoints in extended culture after the end of retinogenesis (postmitotic). **(B)** Representative phase contrast images of MROs at different stages of differentiation, showing organoid growth during the first 20 days of culture. Upon extended culture, organoid size decreases and epithelia become less optically translucent. **(C)** Histology of methacrylate resin embedded MROs. **(C1,2)** D20, overview **(1)** and detail **(2)** showing a regular neuroepithelial layer with photoreceptors (pr) and interneurons (in). **(C3,4)** D30, overview **(3)** and detail **(4)** showing MRO with well-developed inner and outer nuclear layers (inl, onl), outer limiting membrane (olm) and photoreceptor inner segment (pis). **(C5,6)** D40, overview **(5)** and detail **(6)** showing photoreceptors with well-defined inner segments, a clear olm, but less clear border between outer and inner nuclear layers. **(D)** Overview image of organoid cryosections at D25 and D50 stained for RCVRN (photoreceptors) and DAPI. MROs decrease in size and the epithelia appear thinner at D50. **(E)** Quantification of MRO circumference and epithelial thickness on retinal cryosections. *p < 0.0001 (Student’s *t*-test). **(F–G)** Representative images and quantification of cell cycle marker KI67 and DAPI in MRO in extended culture. At D18, KI67 is still detected in many cells, but it becomes rapidly reduced thereafter, suggesting MRO become and remain postmitotic. The total cell number (DAPI) per region of interest (ROI) decreases from D30, suggesting cell loss. MRO were derived from (N) independent differentiations: D18 *N* = 1, all others *N* = 3. *p < 0.0001 (ANOVA). D, day. Scale bars: **(B)** 500 μm; **(C)** 1, 3, 5: 200 μm, and 2, 4, 6: 50 μm; **(D)** 100 μm; **(F)** 25 μm.

**FIGURE 2:**
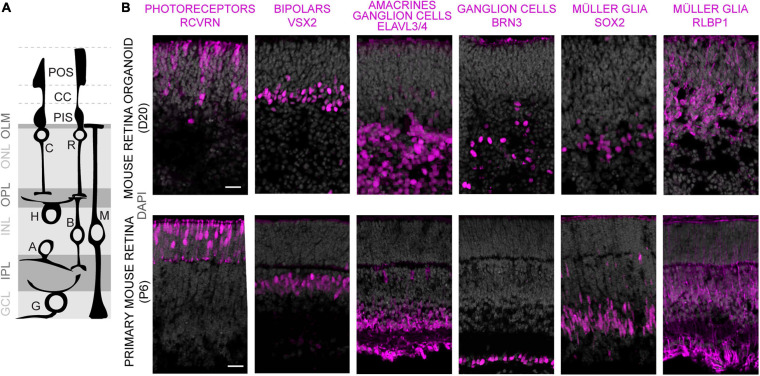
Characterization of retinal cell composition in MROs. **(A)** Schematics showing major structure and cell types of the vertebrate retina. Photoreceptors: C, cone; R, rod. Interneurons: B, bipolars; A, amacrines; H, horizontals; G, ganglion cells. MG, Müller glia. Photoreceptor cell structures: CC, connecting cilium; PIS, photoreceptor inner segment; POS, photoreceptor outer segment; OLM, outer limiting membrane. Retinal layers: ONL/INL, outer/inner nuclear layers; GCL, ganglion cell layer; OPL/IPL, outer/inner plexiform layers. **(B)** Comparison of MRO at day (D) 20 with primary mouse retina from postnatal day (P) 6 by immunostaining analysis of cryosections using established markers. Scale bars: 25 μm.

### Expression of Photoreceptor Markers and Phototransduction Machinery in MROs

To characterize retinal cell maturation on a cellular level, we performed immunostaining analyses of known cell-specific proteins (markers) of the light receptive cellular structures and machinery. These become set up in newly-differentiated and maturing photoreceptors in the early postmitotic mouse retina [postnatal day (P) 5–10], respectively. Based on our data shown above and previously published, we estimated this stage corresponds to about stage D20–D25 and thereafter in our MRO system. Of note, retinogenesis in mice *in vivo* occurs in a central to peripheral wave, and is complete at about P5–P6 in the central retina, and at P10 in the periphery, and thus throughout the mouse retina *in vivo* (Young, 1985; Blackshaw et al., 2004; Ogawa et al., 2017; Brooks et al., 2019). We have not yet observed any evidence for an obvious central to peripheral wave in the MRO system based on our lineage-tracing and cell-proliferation studies (Figure 1, Völkner et al., 2016). Maturation is completed in the adult retina *in vivo* at P30 (Bonezzi et al., 2018): photoreceptors have a unique anatomical structure that is developed during maturation (Figure 2A); they are composed of a soma, and an outer (POS) and inner segment (PIS), which are located outside of the apical boundary of the retinal epithelium, also called the outer limiting membrane (OLM). The POS is the light-receptive structure of photoreceptors attached by a connecting cilium to the PIS, which contains mitochondria and the machinery required for lifelong POS renewal. The POS and PIS are formed during the maturation stage of postmitotic photoreceptors (Daum et al., 2017). In MROs at D20 and later, we observed that the outer retinal nuclear layer is composed of RHO, CRX+, and RCVRN+ photoreceptors (Figures 2B, 3A, and not shown). CRX regulates photoreceptor cell fate in development and function throughout life, whereas RCVRN controls the lifespan of rhodopsin (RHO), the light-sensitive receptor protein involved in visual phototransduction. Antibodies used for MRO immunostainings were validated on retinas derived from healthy mice at different postnatal stages (Supplementary Figure 3, not all shown). By staining for actin filaments (phalloidin, PD) and for mitochondria (CYCS), the OLM and PIS can be visualized in the retina and also in MROs (Figure 3C, D30). Based on marker expression studies for photoreceptors in postmitotic MROs (Figure 3C and Supplementary Figures 2B,D,E), the majority of photoreceptors in the MROs are rods (NR2E3+, ARR1+), and only a few are cones (ARR3+, OPN1SW+). RHO starts to be sporadically expressed at D20 within some scattered rods, and quantitative assessment shows that the number of RHO+ cells increases until D30 (Figures 3A,B). RHO becomes localized apically to the OLM at D25, and RHO+ stripe-like structures extend further in apical length at D30, indicative of PIS and POS formation and growth. However, this RHO staining pattern starts to appear less organized after D40. Other rod-specific proteins involved in phototransduction follow a similar expression pattern, but start slightly after the onset of RHO: Photon absorption by rhodopsin induces a signal transduction cascade in rod photoreceptors that leads to hydrolysis of cGMP by cGMP-phosphodiesterase (PDE), which leads to closed cGMP-gated channels and hyperpolarizes the cell. PDE6B is a part of PDE and becomes expressed at D30 (Figures 3A,B), colocalizing with the apical part of the RHO+ structures. Transducin alpha (GNAT1) stimulates the coupling of RHO with PDE, and its protein levels increase between P8 and P12 in mice *in vivo*, which coincides with the beginning of POS formation (Daum et al., 2017). In MROs, quantitative analysis of immunostained MRO sections showed an expression pattern of PDE6B and GNAT1 comparable to that found *in vivo*, starting with a very few cells at about D25 and strongly present at D30 (Figures 3A,B), indicating the beginning of POS biogenesis. GUCY2D is the photoreceptor guanylate cyclase that synthesizes cGMP and starts to be expressed at D30 (Supplementary Figure 2G). Proteins of the phototransduction machinery, including GNAT1, ARR1, GUCY2D, and RHO, localize or translocate from the ONL to outside of the OLM, indicative of PIS and POS formation and further maturation. Ultimately, latter mentioned proteins are maintained in the POS of mature photoreceptors; and photoreceptors without ARL13B, required for cilium formation, fail to develop a POS (Dilan et al., 2019). ARL13B and also peripherin (PRPH) are found at the apical boundary of the retinal epithelium in MROs (Figure 3C and Supplementary Figures 2C,F). In the maturing retina *in vivo*, ARL13B and PRPH localize to the distal tip of the connecting cilium of photoreceptors in advance of POS formation (Lee et al., 2006); PRPH is also essential for POS renewal. Cone photoreceptors are rather rare in the mouse retina (Völkner et al., 2016) and in MROs (Supplementary Figure 2D). Accordingly, the cone marker opsin blue (OPN1SW) could first be detected in a few cells of the outer layer of the MRO at D20 (Supplementary Figure 2E), although it outlined a clearer cone cell morphology at D30. Thus, age-dependent expression of photoreceptor-specific proteins indicates progressing retinal maturation comparable to mice *in vivo* (Figure 7A; Daum et al., 2017): Photoreceptor maturation is already occurring at D20, and various proteins of the phototransduction machinery seem to become expressed in a timed order. Immunostaining data indicate that PIS growth and POS formation possibly start and progress from D25 to D30 in MROs. To further assess this, we next performed ultrastructural analysis.

**FIGURE 3:**
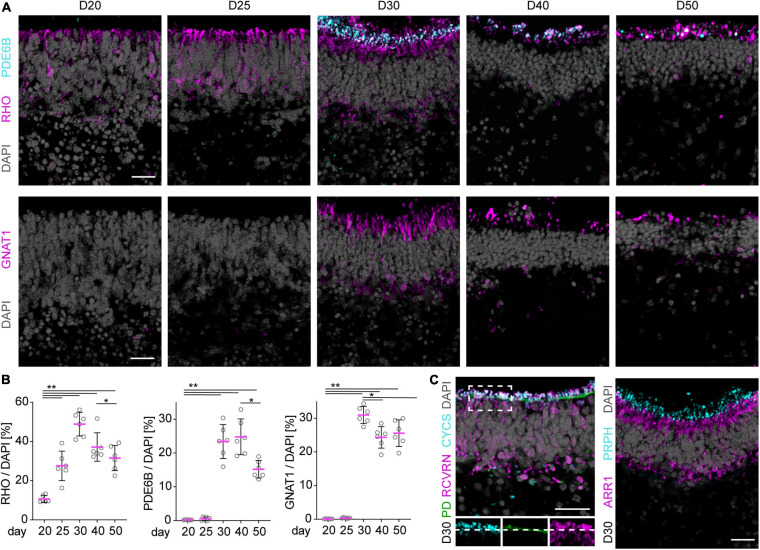
Photoreceptor maturation in MROs. **(A)** Representative images and **(B)** quantitative analysis of immunostained MRO cryosection. Rod specific marker RHO is already detected in a few cells in the ONL at day (D) 20 and becomes upregulated at D25. By D30, RHO is localized to the apical processes of the photoreceptors, and PDE6B as well as GNAT1 expression are detected in the same region. At later timepoints (D40, D50), all of these markers are still detected in the same region of the organoid, but the structures appear sparser and more disorganized. For quantification, pixel area above the threshold was measured for each marker and normalized to DAPI. Each dot represents an organoid, organoids were derived from *N* = 2 independent experiments. *p < 0.001, **p < 0.0001 (ANOVA). **(C)** Photoreceptors develop mitochondria-rich inner segments as indicated by localization of mitochondrial marker CYCS in apical RCVRN-positive processes above the outer limiting membrane highlighted by Phalloidin (PD) staining. The majority of the photoreceptors are rods (ARR1-positive). Localization of PRPH apical to ARR1 signal suggests the formation of outer segment like structures. Scale bars: 25 μm.

### Development of Inner and Outer Photoreceptor Segments in MROs

Some previous reports have suggested PIS and POS formation in MRO systems (Chen et al., 2016; Ito et al., 2017; DiStefano et al., 2018; Decembrini et al., 2020) but others have not (Eiraku et al., 2011; Gonzalez-Cordero et al., 2013; Hiler et al., 2015); not all studies have confirmed this using a gold-standard method yet. Further, it has been suggested that it might be necessary to experimentally stimulate POS formation (Busskamp et al., 2014; Brooks et al., 2019). To assess the formation of PISs and POSs in our MRO system we performed scanning electron microscopy of whole MROs before and after tissue fracture (SEM; Figure 4A1–4 and Supplementary Figure 4A), as well as using transmission (TEM; Figure 4A5–9 and Supplementary Figure 4B) and correlative (CLEM) electron microscopy of MRO sections (Figure 4B and Supplementary Figures 4C,D). PISs appear as protruding mushroom-shaped membrane structures that are infrequently found in MROs at D20 outside of the epithelium at the OLM (Supplementary Figure 4B1–2), but already occur in larger numbers at D25 (Figure 4A1–4 and Supplementary Figures 4A, 4B3–4). The characteristic mitochondria (Figure 4A7 and Supplementary Figure 4B5) and a large cilium (Figure 4A4,8) confirm that these structures are indeed PISs. Starting at D25, and very pronounced at D30, nascent POSs can be found at the tips of connecting cilia associated with PISs (Figure 4A6–9). This also matches the onset of GNAT1 expression, which becomes localized to the POS (Figure 3A). Outer and inner nuclear layers could be distinguished based on location, characteristics, and sizes of cell nuclei. Further, the OLM is characterized by cellular junctions between photoreceptor cells (Figure 4A and Supplementary Figure 4; red pseudocolored lines) and possible Müller glia processes at the apical organoid border. PISs and POSs can be definitely identified by electron microscopy, although it is not possible to discriminate between rods and cones at early maturation stages. Thus, the above-described anatomical structures were further confirmed by simultaneous immunofluorescence and immunogold labeling of recoverin (Supplementary Figure 4C) and RHO for CLEM (Figure 4B and Supplementary Figure 4D). These studies showed the cell connections between photoreceptors and Müller glia, which form the OLM (Supplementary Figure 4C), and RHO+ and RHO− PISs indicate rods and cones, respectively (Figure 4B2–3). Electron microscopy analysis confirmed early-developing POSs that were polarized to the apical side of the neural retina. POSs consisted of membrane evaginations at the tips of the connecting cilia that are tethered to PISs with a basal body (Figure 4A7–9). *In vivo*, they start to develop as loosely-organized, electron-dense membrane stacks that ultimately will contain the light-receptive machinery, and we find that these are indeed RHO+ (Figure 4B11–13). The developmental timing of POS formation at the structural level matched the expression observed for the photoreceptor markers described above, for example for ARL13B, a marker of ciliary axoneme (Figure 3 and Supplementary Figure 2). For further comparison, POS formation starts at P5 and rapidly progresses until P10 in mice *in vivo* (LaVail, 1973; Daum et al., 2017; Salinas et al., 2017). Thus, our data suggest that an MRO photoreceptor which matures at D25 is comparable to an *in vivo* retina at about P5–P8. Together, both the electron and light microscopic observations indicate rapid and progressive development of the specialized photoreceptor structures required for visual function as observed *in vivo* (Daum et al., 2017), and support progressing MRO maturation in longer-term culture.

**FIGURE 4:**
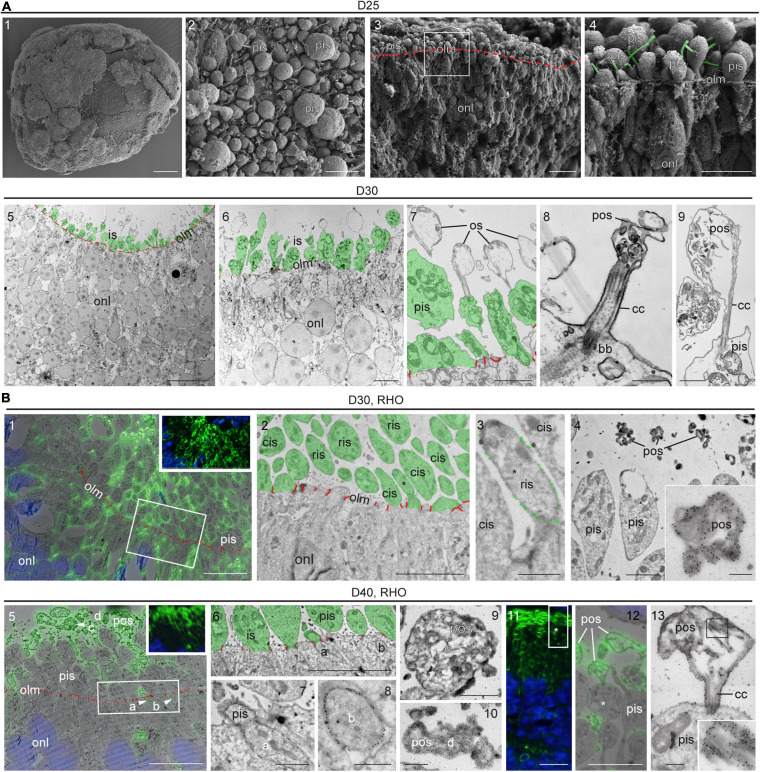
Ultrastructure of photoreceptor maturation and outer segments formation. **(A1–4)** Scanning electron microscopy (SEM) of D25 MROs. **(A1)** overview of whole organoid, **(A2)** surface of organoid with photoreceptor inner segments. **(A3,4)** SEM of retinal organoid after dissection, the sample fractured preferentially between cell borders (cross-section). **(A3)** Overview, the outer limiting membrane (i.e., apical surfaces of MRO cells) is indicated by the red dashed line. **(A4)** The region indicated by the square in **(A3)**. Cilia emerging from the inner segments are pseudo-colored in green. **(A5–9)** Transmission electron microscopy (TEM) of D30 epoxy embedded retinal organoid. Photoreceptor inner segments are pseudocolored in green and outer limiting membrane (cell junctions) is indicated in red. Inner segments are abundant **(A5,6)** and disorganized membrane structures (e.g., bubbles with disorganized membrane material) can be observed, that are linked to the photoreceptors by connecting cilia **(A7–9)**. These structures may represent outer segment equivalents. **(B)** Tokuyasu cryo-sections labeled with antibodies against rhodopsin (RHO) for correlative light electron microscopy (CLEM). **(B1–4)** D30, (**B1**: insert) immunofluorescence, (**B1**: overlay) fluorescence and TEM, note the membrane staining (inner segments and other parts of the photoreceptor cells). Non-labeled photoreceptor cells are presumably cones. The square indicates the region displayed in **(B2)**. **(B2)** Organoid surface with photoreceptors, RHO-positive inner segments are rod inner segments (ris), RHO-negative inner segments are cone inner segments (compare to **B1**), the asterisk indicates the inner segment shown in **(B3)**. **(B3)** Inner segments at higher magnification (2x cis, 1x ris/*), the gold particle labeling is highlighted by larger green dots. **(B4)** Inner segments and heavily stained photoreceptor outer segment equivalents (pos), one of which is shown at higher magnification (insert). **(B5–13)** D40 **(B5)** insert, immunofluorescence, **(B5)** overlay fluorescence and TEM. 4 ROI’s are indicated (arrowheads). The rectangle indicates the region shown in **(B6)**. **(B6–8)** surface of the MRO with two labeled parts of rods (ROI a and b), that are shown in **(B7,B8)** at higher magnification. **(B9,10)** Two photoreceptor outer segment equivalents (pos, ROIs c and d) at higher magnification. **(B11–13)** RHO-CLEM in a different region of the MRO. **(B11)** fluorescence, the rectangle indicates the region shown in **(B12)**, the asterisk indicates the ROI shown in B13. **(B12)** Overlay fluorescence and TEM, labeled pos are shown, one of which is connected to an inner segment (*). **(B13)** ROI with outer segment, connecting cilium (cc) and inner segment at higher magnification, insert shows heavily stained membrane structures of the outer segment from the region indicated by the square. D, day; olm, outer limiting membrane; pis, photoreceptor inner segment; ris, rod inner segment; cis, cone inner segment; pos, photoreceptor outer segment; onl, outer nuclear layer; cc, connecting cilium; bb, basal body; ROI, region of interest. Scale bars: **(A)** 1: 100 μm, 2: 5 μm, 3: 10 μm, 4: 5 μm, 5: 20 μm, 6: 5 μm, 7: 2 μm, 8: 500 nm, 9: 1 μm; **(B)** 1: 10 μm, 2: 5 μm, 3: 1 μm, 4: 2 μm, 4 insert: 500 nm, 5: 10 μm, 6: 5 μm, 7: 1 μm, 8: 500 nm, 9: 1 μm, 10: 500 nm; 11: 10 μm, 12: 5 μm, 13: 500 nm.

### Formation of Synaptic Connections in MROs

To assess another characteristic of retinal maturation, we determined whether neuronal synaptic connections are formed in MROs. The expression of well-established related proteins (von Kriegstein and Schmitz, 2003; Figures 5A–F) were studied by immunostaining MRO sections, and the ultrastructure was visualized by electron microscopy (Figure 5G). Synaptic connections in the vertebrate retina are organized into distinct laminae: the inner (IPL) and outer (OPL) plexiform layers between the three nuclear layers (Figure 2A). A network of axonal and dendritic processes with interconnected synapses of photoreceptor, bipolar, and horizontal neurons form the OPL, whereas the IPL consists of connections of bipolar, amacrine and ganglion cells. Bassoon (BSN), synaptophysin (SYP), syntaxin 1a (STX1A), and ribeye (CTBP2) in the mature mouse retina have presynaptic functions and label both synaptic layers during maturation in the developing mouse *in vivo* (Supplementary Figure 3). Ribbon synapses are characteristic structures located between photoreceptor and bipolar interneuron connections, the first- and second-order neurons in the retina. Bassoon and CTBP2 are two main components of the synaptic ribbon at the axon terminal. BSN is essential for photoreceptor ribbon synapse formation, CTBP2 is localized in the ribbon synaptic terminal of photoreceptors. Further, SYP is involved more widely in retinal synaptogenesis, and STX1A is believed to be involved in the docking of synaptic vesicles with the presynaptic membrane, and may play a role in outer and inner retinal formation. Our immunostaining analysis showed that BSN is still absent from the prospective synaptic layers at D20, whereas SYP started to appear, although still infrequently (Figures 5A,B). Five days later, BSN and SYP became strongly expressed in a pattern suggesting an OPL, and weakly indicating a potential IPL. Quantitative analysis of SYP and BSN immunostainings between D20 and D50 confirms increasing expression and thus maturation (Figure 5F). Further, STX1A (Figure 5C) clearly labeled a broad IPL and weakly labeled an OPL. CTBP2 became upregulated in the potential OPL at D30 (Figure 5D). Thus, OPL formation in MROs starts at D20 and progresses thereafter, which corresponds to P5–P7 in mice *in vivo* (Young, 1985). Synaptic proteins could be observed up to D60 in the OPL, and STX1A most clearly indicated the development and maintenance of a potential IPL. To further validate synapse formation, we performed co-staining of BSN with cell-specific markers for cones (OPNSW1) and a marker for a subpopulation of ON and OFF cone bipolar interneurons (SCGN, Supplementary Figure 2H). Colocalization between cell processes of OPN1SW+ cones and SCGN+ bipolars, together with BSN, indicates the formation of synaptic connections (Figure 5E). Electron microscopy of resin-embedded MROs at D25 and D30 confirmed synapses with synaptic vesicles, and the presence of synaptic mitochondria in several samples (Figures 5G1,G2 and Supplementary Figure 4E1). Immuno electron microscopy of cryo-sections with gold-labeled RHO antibodies also confirmed photoreceptor synapses (Figure 5G3Supplementary Figure 4E2; at D40). Together, changes in synaptic proteins indicate formation of an IPL and OPL starting at D20–D30, including synapse formation of photoreceptors with bipolar neurons. Further, changes in synaptic proteins indicate that synaptogenesis in the IPL and OPL is active during D20–D30. Plexiform layers in mice *in vivo* start to develop around P5, photoreceptor bipolar synapse start to form at about P7, and synaptogenesis is complete at about P21 (Akiba et al., 2019). Supporting our earlier studies showing that all retinal cell types are generated, the synapse data also suggest that although an IPL forms, the inner retina is not yet well developed at D20, and that this might not improve upon extended culture. However, our data also indicate that both plexiform layers are maintained up to D60. In summary, MRO extended culture reveals dynamic changes in synaptic proteins indicating the formation of synapses, an OPL, and an IPL. This further corroborates postmitotic maturation in this MRO system.

**FIGURE 5:**
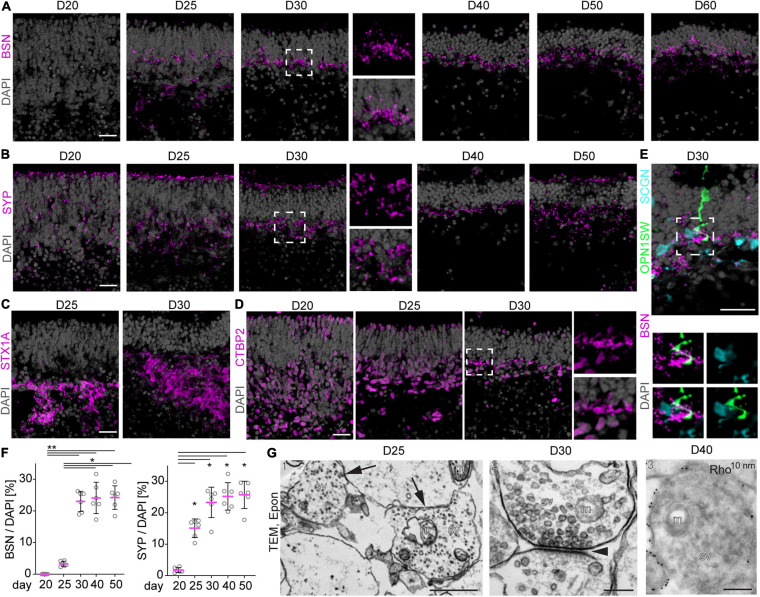
Synapse formation in MROs. **(A–E)** Representative images and **(F)** quantitative analysis of immunostained MRO cryosection at the timepoints indicated for synaptic markers BSN, SYP, STX1A, and CTBP2. Dashed squares indicate regions shown at high magnification. **(A)** BSN is first detected at D25, and becomes more prominent at D30 forming a dense outer plexiform (OPL)-like layer. At later timepoints, BSN is still detected in a dotted pattern in an OPL-like layer, but the expression becomes scarce. **(B)** Similarly, SYP is already expressed by a few cells from D20, but becomes localized to an OPL-like layer by D30. **(C)** STX1A is detected in more basal regions of the MRO at D25 and D30, but no clear inner plexiform like layer could be observed. **(D)** CTBP2 is first detected in nuclei of the majority of basal and a few apical cells at D20–25. At D30, small stretches of non-nuclear signal are observed in the OPL-like layer, suggesting formation of synapses. **(E)** At D30, synaptic marker BSN is detected in close proximity to the processes of cone marker OPNSW1- and cone-bipolar marker SCGN-positive cells, suggesting the formation of synaptic contacts between photoreceptors and second order neurons (bipolar cells). Dashed square indicate region shown at high magnification. **(F)** For quantification, pixel area above the threshold was measured for each marker and normalized to DAPI. Each dot represents an organoid, organoids were derived from *N* = 2 independent experiments. *p < 0.01, **p < 0.0001 (ANOVA). **(G)** Transmission electron microscopy (TEM) confirms the formation of synapses in D25 (1), D30 (2) and D40 (3) MROs. **(G1–2)** epoxy resin embedded samples, **(G3)** Tokuyasu cryo-sections stained with anti-RHO and protein A 10 nm gold. Arrows in **(G1)** indicate 2 synapses, arrowhead in **(G2)** indicates the synaptic cleft. m, mitochondrion; sv, synaptic vesicles; D, day. Scale bars: **(A–E)** 25 μm, **(G)** 1: 1 μm; 2, 3: 200 nm.

### Transcriptome Analysis of MRO Development and Maturation

We sought to assess the molecular changes during the end of retinal cell birth and up to the onset of spontaneous pathology. 

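Mouse retinal organoids (MROs) are small aggregates of retinal tissue grown in culture from mouse pluripotent stem cells. One RNA library was made from each organoid, with 6 individual organoids at each of 4 timepoints, D20, D22, D25 and D30, all from 1 independent experiment. The authors trimmed the reads, aligned them with hisat2 to the GRCm38/mm10 mouse genome, assembled new transcripts with stringtie and counted reads on each feature with htseq-count. They deposited these counts without normalization. The deposited counts list 126602 features, of which 46603 are annotated genes with an Ensembl identifier and 79999 are loci the authors assembled from the reads. Reads counted on a feature ranged from 13634846 to 15793703 per organoid at D20 (median 14646126.5), from 13942695 to 15789570 at D22 (median 14783556.5), from 14524620 to 18078956 at D25 (median 16719793.5) and from 15814895 to 19477108 at D30 (median 17278681.5). Counted once each, reads assigned to a feature, outside every feature, ambiguous or unaligned summed to between 28067295 and 34993814 per organoid (median 30154045), which is within 1.5 times of the depth the paper states. The values given here use only those assigned to a feature. Reads aligning to more than one place were left out by the counting, which affects genes with near-identical copies. The paper does not state whether the counting used the strand, so counts of overlapping genes are uncertain. At this depth, 3 counts in an organoid correspond to between 0.154 and 0.22 CPM, where CPM are counts scaled to the same library total.
Features with a base mean below 10 normalized counts were discarded, as in the paper, which left 46949 features, namely 16253 annotated genes and 30696 assembled loci. Counts were normalized by edgeR's TMM method, and normalized CPM are given as the mean ± SD over the 6 organoids of a timepoint. Differences between timepoints were tested with edgeR's quasi-likelihood test in one fit of all 24 organoids, with Benjamini-Hochberg adjustment over all tested features and the paper's threshold of 0.01. The paper used DESeq2 for this step. The common biological coefficient of variation between organoids of a timepoint was 0.3846. Each library is a separate organoid and was counted as 1 replicate. A check for repeated libraries found none, as all pairs of one timepoint differed by more than the sampling noise (chi-square per degree of freedom of at least 5.997).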

Whole individual MROs were sampled at D20, 22, 25, and 30, and studied by RNA sequencing (6 MROs per timepoint). Reads were mapped to the genome and overlaps with annotated genes were counted. Sample-to-sample distances and principal component analysis of rlog transformed read counts show low variation between individual samples per timepoint (Figures 6A,B). 

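Euclidean distances between organoids were computed from rlog-transformed counts of the 46949 features. The mean distance between organoids of one timepoint was 93.9 at D20, 97.1 at D22, 80.0 at D25 and 92.9 at D30, over 15 pairs each. All 60 such pairs together had a mean distance of 91.0 and a range from 63.8 to 122. Between timepoints, the mean distance was 103.8 from D20 to D22, 107.8 from D22 to D25 and 102.7 from D25 to D30, over 36 pairs each, and it rose to 156.5 from D20 to D30. Pairs from different timepoints were on average 32.2 farther apart than pairs from the same timepoint (one-sided permutation test, p = 1e-05, the smallest p that 100000 permutations can give). The ranges overlapped, since the closest pair of a D25 and a D30 organoid was 81.2 apart. Hierarchical clustering into 2 groups placed all D20 and D22 organoids in one group and all D25 and D30 organoids in the other.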

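In a principal component analysis of the rlog-transformed counts of all tested features, the first component held 40.23% of the variance and the second 9.298%. Scores of the 6 organoids on the first component averaged -57.4 ± 10.3 (SD, n = 6) at D20, -38.4 ± 12.5 at D22, 23.9 ± 11.0 at D25 and 71.9 ± 9.75 at D30. Differences between timepoints made up 96.35% of the variance of these scores. D20 and D22 organoids overlapped in their scores, from -71.2 to -43.6 and from -49.3 to -20.9, whereas every D25 organoid lay between 11.2 and 40.7 and every D30 organoid between 52.1 and 77.3. The share of the first component changed most with the choice of features, reaching 73.7% with the 500 most variable features, 53.64% with annotated genes only and 30.54% with log2 CPM in place of rlog.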

The highest percentage of variance in the data, as explained by the first principal component with 59%, can be related to the developmental time of the samples (Supplementary Figure 5A). The differential gene expression analysis between the timepoints indicated a major change between D22 and D25 (Supplementary Figure 5B). 

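Between D20 and D22, 894 of the 46949 tested features were differentially expressed at an adjusted p below 0.01 (edgeR's quasi-likelihood test), 760 of them higher and 134 lower at D22. From D22 to D25 the number was 2478, with 1448 higher and 1030 lower at D25. From D25 to D30 it was 1647, with 827 higher and 820 lower at D30. Comparisons over longer intervals gave 7095 features from D20 to D25, 10081 from D22 to D30 and 12592 from D20 to D30, and 12767 features differed among the 4 timepoints. The samplings were 2, 3 and 5 days apart, so that the consecutive steps amounted to 447, 826 and 329.4 features per day. Of the 306 features that differed in both of the first 2 steps, 294 changed in the same direction, as did 512 of the 515 shared by the steps from D22 to D25 and from D25 to D30.
Annotated genes made up 540, 1665 and 1199 of the features in the 3 consecutive steps. From D22 to D25, 1191 of these genes were higher and 474 lower. When only annotated genes entered the normalization and the test, the split was even, with 1025 higher and 970 lower. Among annotated genes past 0.01 with a mean of at least 100 normalized counts and no overlap between the organoids of D22 and D25, the largest rises were those of Ddn, Grin2a, Cntnap5a, Gnat1 and Syn2. Ddn (ENSMUSG00000059213, chromosome 15 from 98803777 to 98809490 of GRCm38) rose from 0.295 ± 0.222 to 8.25 ± 8.68 normalized CPM (SD, n = 6), a log2 fold change of 4.74 (standard error 0.83, adjusted p = 0.000317). At D25, Ddn and Neurod6 were both highest in replicate 1 and both lowest in replicate 2. Neurod6 followed cortex genes (closing section), so the rise of Ddn may not come from retinal cells alone, which was not tested. The largest falls within these limits were those of Mybpc1, Gm4792, Cyp26b1, Dll4 and Foxn4. Mybpc1 (ENSMUSG00000020061, chromosome 10 from 88518279 to 88605152) fell from 16.2 ± 10.6 to 1.42 ± 0.893 normalized CPM, a log2 fold change of -3.52 (standard error 0.47, adjusted p = 1.41e-05).

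**Figure D1:**
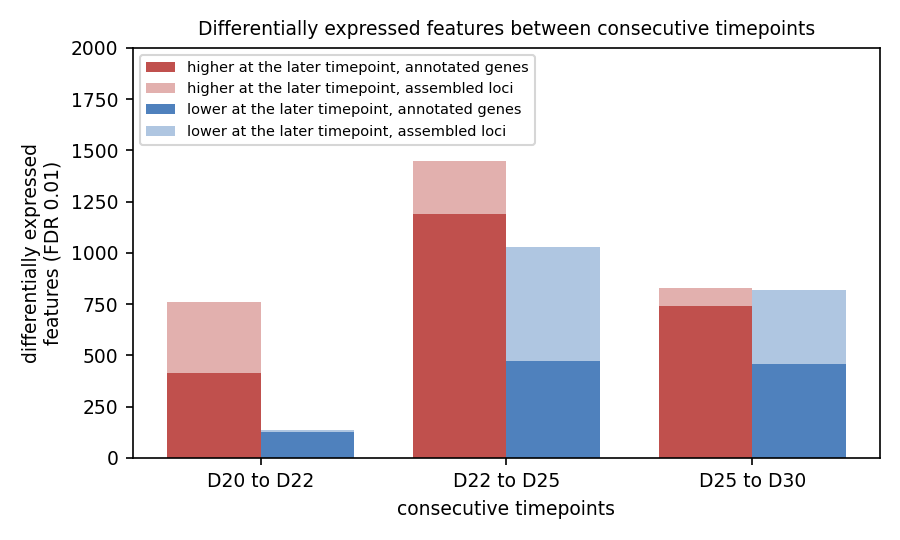
Number of features with an adjusted p below 0.01 between consecutive timepoints, 6 organoids per timepoint, split by direction (red, higher at the later timepoint; blue, lower) and by kind (dark, annotated genes; light, assembled loci). The bars for D22 to D25 reach 1448 higher and 1030 lower features, against 760 and 134 for D20 to D22; with annotated genes alone in the normalization the D22 to D25 split is 1025 higher and 970 lower.

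With DESeq2, the 3 consecutive steps gave 1605, 3629 and 2325 differentially expressed features. From its differential expression analysis, shown as a heatmap in Supplementary Figure 5B, the paper reads a major change between D22 and D25.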

Genes associated with cell proliferation, as well as with stemness and neurogenic competence, were more highly expressed in MROs at D20–D22, whereas their expression decreased at D22–D25 (Figures 6C–E): This includes genes like Pcna, Mcm6, Ccnb1, Cdkn1c, Egfr, and Vsx2, Notch1, Ascl1, Neurog2, Hes6, and Hes5, which are expressed in stem cells during retinogenesis *in vivo*, and become downregulated upon stem-cell depletion at P5 in the central retina and by P10 throughout the entire retina in mice (Blackshaw et al., 2004; Roesch et al., 2008; Nelson et al., 2011). Conversely, genes expressed in neuronal precursors and early postmitotic neurons (Figures 6D–H and Supplementary Figures 5C–E) become down- and upregulated around D20–D25, respectively: Nrl and Crx, which regulate and mark postmitotic photoreceptor precursors, peak from P4–P6 and P6–P8 in mice *in vivo*, respectively (Blackshaw et al., 2004), and both increase at least until D30 (Figure 6F). 

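Among the genes of neurogenic competence, expression fell from D22 to D25. Hes6 (ENSMUSG00000067071, chromosome 1 from 91411483 to 91414038 of GRCm38) went from 246 ± 33.0 normalized CPM (SD, n = 6) at D20 to 149 ± 28.1 at D22, 70.0 ± 22.3 at D25 and 30.3 ± 6.79 at D30, with a log2 fold change of -1.09 from D22 to D25 (standard error 0.16, adjusted p = 5.635e-05, edgeR's quasi-likelihood test). Hes5 (chromosome 4 from 154960923 to 154962371) changed by -1.59 on the log2 scale (adjusted p = 0.000343), Neurog2 by -1.36 (7.427e-05) and Notch1 (chromosome 2 from 26457903 to 26516663) by -0.82 (7.054e-05). In the case of Hes6, Hes5 and Notch1, all 6 organoids at D25 lay below all 6 at D22, which for a given gene 0.22% of random splits would give in one direction or the other.
Genes of proliferation declined mainly before D22, although the 2 steps were not tested against each other. Mcm6 (ENSMUSG00000026355, chromosome 1 from 128331590 to 128359664) fell from 29.9 ± 4.97 normalized CPM at D20 to 14.4 ± 3.64 at D22 (log2 fold change -1.05, adjusted p = 0.00532) and stood at 18.3 ± 7.17 at D25, a change of 0.34 (adjusted p = 0.387). Cdkn1c fell by 0.98 on the log2 scale from D20 to D22 (adjusted p = 0.00505) and Ccnb1 by 0.95 (adjusted p = 0.0337). From D22 to D25 their changes were -0.12 and -0.02, within the spread between organoids. Pcna was 71.9 ± 15.4, 58.5 ± 10.3, 59.9 ± 7.27 and 52.8 ± 6.38 normalized CPM at the 4 timepoints, and its decline passed the threshold only from D20 to D30 (log2 fold change -0.45, adjusted p = 0.00659). Egfr passed the threshold in none of the comparisons, with an adjusted p of 0.452 from D20 to D22 and 0.987 from D22 to D25. Of 38 tests on genes the paper names for the step from D22 to D25, 10 passed 0.01 after adjustment over all features and 15 after adjustment over the 38 alone, which added Ttyh1, Rlbp1, Apoe, Syn1 and Dab1. With annotated genes only, the change of Egfr from D22 to D25 was -0.08 and that of Pcna -0.05, with adjusted p values of 0.854 and 0.772.

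**Figure D2:**
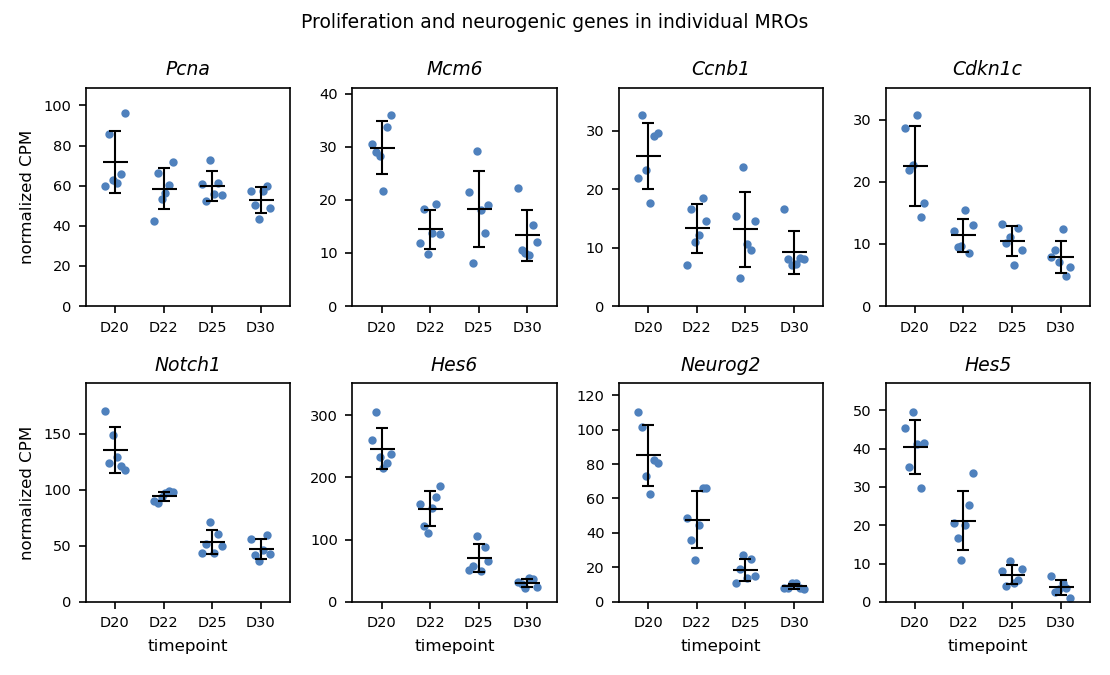
Normalized CPM of 4 genes of proliferation or the cell cycle (upper panels) and 4 neurogenic or Notch pathway genes (lower panels) at D20, D22, D25 and D30. Points are the 6 individual MROs of a timepoint, horizontal bars the mean and error bars the SD; Hes6 falls at each step to a mean of 30.3 at D30, while Mcm6 falls from 29.9 at D20 to 14.4 at D22 and is 18.3 at D25.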

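Nrl (ENSMUSG00000040632, chromosome 14 from 55518978 to 55524981 of GRCm38) rose from 84.2 ± 19.1 normalized CPM (SD, n = 6) at D20 to 219 ± 66.5 at D22 (log2 fold change 1.38, standard error 0.17, adjusted p = 9.175e-06) and to 350 ± 43.3 at D25 (0.68, standard error 0.16, adjusted p = 0.00625). The second rise was 0.59 with an adjusted p of 0.0175 when only annotated genes were used. At D30 Nrl stood at 294 ± 50.0, a change of -0.25 from D25 that was within the spread between organoids (adjusted p = 0.463). Crx (ENSMUSG00000041578, chromosome 7 from 15865947 to 15879968) rose from 628 ± 30.4 at D20 to 878 ± 118 at D22 (log2 fold change 0.48, standard error 0.10, adjusted p = 0.00341). It was 985 ± 97.7 at D25 (0.17, adjusted p = 0.323) and 755 ± 133 at D30, a change of -0.38 from D25 (standard error 0.10, adjusted p = 0.0143). That change passed 0.01 without a filter on low counts (-0.41, adjusted p = 0.00421) and with edgeR's own filter (adjusted p = 0.00985). Compared with D20, both genes were higher at D30, Nrl by 1.80 (adjusted p = 5.665e-10) and Crx by 0.26 (adjusted p = 0.0361) on the log2 scale.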

Interestingly, Nrl and Crx occur slightly later in another MRO system (Gonzalez-Cordero et al., 2013). 

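Recoverin (Rcvrn, ENSMUSG00000020907, chromosome 11 from 67695326 to 67703333 of GRCm38) was measured at 25.6 ± 14.8 normalized CPM (SD, n = 6) at D22, 170.5 ± 21.0 at D25 and 484.5 ± 116 at D30, a log2 fold change of 4.24 from D22 to D30 (standard error 0.28, adjusted p = 1.318e-12). The largest change in this group was that of rod transducin (Gnat1, ENSMUSG00000034837, chromosome 9 from 107674474 to 107679712), which rose by 8.51 (standard error 0.41, adjusted p = 2.38e-15). Its counts averaged 3.667 per organoid at D20 and 10.83 at D22, close to the smallest amount the depth can show, against 4411 at D30. Pde6b was 648 ± 188 normalized CPM at D22, 1041 ± 93.2 at D25 and 1034 ± 237 at D30. Its log2 fold change from D22 to D30 was 0.67 (adjusted p = 0.00191), and 0.55 (adjusted p = 0.0142) when only annotated genes were used. The rod transcription factors followed another course. Nr2e3 (chromosome 9 from 59942771 to 59960659) went from 136 ± 49.3 at D20 to 404 ± 180 at D22, 635 ± 65.7 at D25 and 386 ± 104 at D30. From D22 to D30 it changed by -0.07 (adjusted p = 0.866) and Nrl by 0.42 (adjusted p = 0.0473). For Nr2e3 the sign of this change differed between settings, with 0.002 under the size factors of DESeq2. Among 5 genes tested for this interval, 3 passed 0.01 after adjustment over all features and the same number after adjustment over the 5 genes alone.

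**Figure D3:**
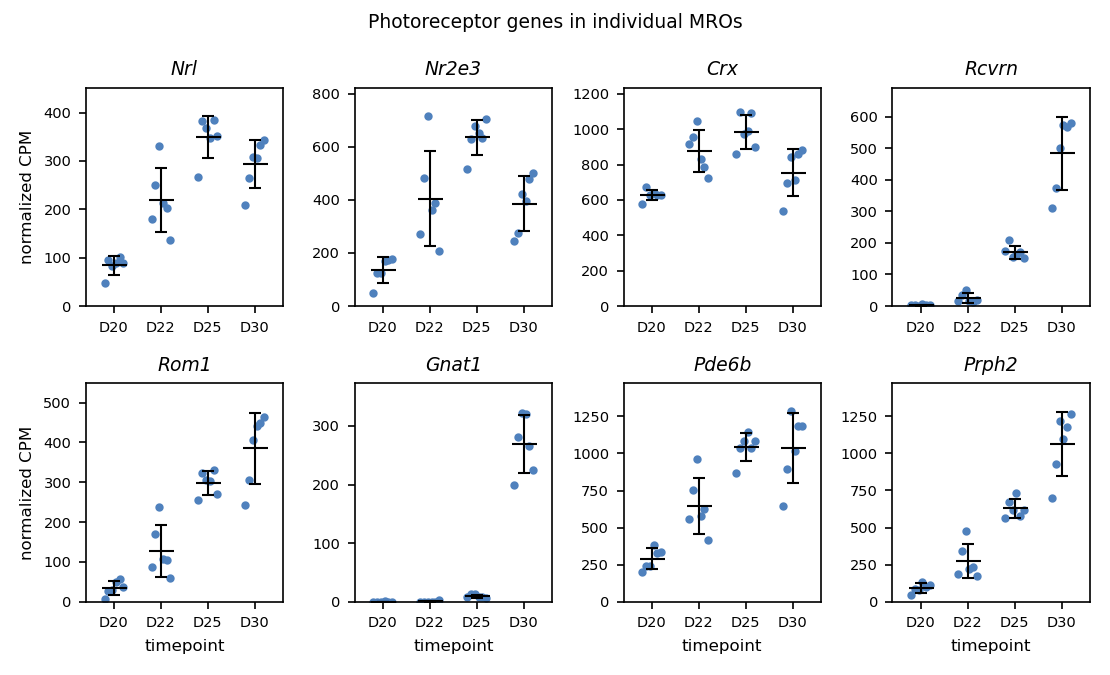
Normalized CPM of 8 photoreceptor genes in individual MROs at D20, D22, D25 and D30, with 6 points per timepoint, horizontal bars for the mean and error bars for the SD. Rcvrn climbs from 25.6 at D22 to a mean of 484.5 at D30, while Nrl, Nr2e3 and Crx are highest at D25.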

To determine whether photoreceptors mature in MROs, we studied genes related to morphogenesis and phototransduction machinery, including those we studied by immunostaining (Figure 6F): Rcvrn, Rho, Gnat1, Pde6b, and others like Nrl, Nr2e3, increase between P6 and P12 in mice *in vivo*, at D22–D30 in our MRO system, and at D36 in others (Gonzalez-Cordero et al., 2013). 

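The outer segment disc protein Rom1 (ENSMUSG00000071648, chromosome 19 from 8927391 to 8929356 of GRCm38) was at 34.5 ± 18.1 normalized CPM (SD, n = 6) at D20 and 128 ± 65.0 at D22, a log2 fold change of 1.90 (standard error 0.31, adjusted p = 0.000286). Prph2 (ENSMUSG00000023978, chromosome 17 from 46910459 to 46924933) rose from 93.0 ± 30.7 to 273 ± 116 between these days, by 1.55 (standard error 0.21, adjusted p = 3.689e-05). Prcd rose by 1.15 (adjusted p = 0.00274) and Prom1 by 0.92 (adjusted p = 0.000272). Every D22 organoid had a higher value than every D20 organoid for each of these 4 genes. All of them rose again from D22 to D25, by between 0.79 and 1.22 on the log2 scale, with adjusted p values from 0.000256 to 0.00702. At D30 the means were 385 ± 90.1 for Rom1, 68.4 ± 19.5 for Prcd, 789 ± 157 for Prom1 and 1063 ± 214 for Prph2, and none of the changes from D25 to D30 passed 0.01.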

Genes regulating POS formation (Rom1, Prcd, Prom1, and Prph2) are upregulated from D20 (Figure 6J), which is before we observed this at the ultrastructural level (Figures 3, 4). 

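Vsx1 (ENSMUSG00000033080, chromosome 2 from 150680702 to 150689360 of GRCm38), a transcription factor of bipolar cells, had on average 3.667 counts per organoid at D20 and 7 at D22. It rose to 4.97 ± 2.46 normalized CPM (SD, n = 6) at D25, a log2 fold change of 3.38 from D22 (standard error 0.58, adjusted p = 0.000254), and to 10.8 ± 5.12 at D30. Every D25 organoid lay above every D22 organoid. The further rise of 1.11 from D25 to D30 was within the spread between organoids (adjusted p = 0.194). Lhx4 (ENSMUSG00000026468, chromosome 1 from 155698031 to 155751684) was at 15.5 ± 7.43, 22.2 ± 6.12, 24.1 ± 3.39 and 25.0 ± 8.37 normalized CPM at D20, D22, D25 and D30. Its changes between consecutive timepoints had adjusted p values of 0.285, 0.838 and 0.949, and its rise from D20 to D30 one of 0.0326.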

Related to the inner retina, transcription factors Vsx1 and Lhx4 are highly expressed in terminal differentiating and postmitotic bipolar cells at P5–P7 in mice *in vivo*, and at D22–D30 and D25–30 in MROs, respectively. Further, transcription factors Ptf1a and Tfap2a control commitment and specification of amacrines, respectively, whereas Neurod6 is expressed in postmitotic amacrines. These genes are enriched until and after D22, respectively (Figure 6H). 

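Ptf1a (ENSMUSG00000026735, chromosome 2 from 19445663 to 19447501 of GRCm38) was detected at 4.87 ± 1.55 normalized CPM (SD, n = 6) at D20 and 2.82 ± 1.51 at D22. From D22 to D25 it fell by 4.55 on the log2 scale (standard error 0.61, adjusted p = 1.41e-05, edgeR's quasi-likelihood test), to a mean of 1.833 counts per organoid, below the 3 counts taken as the smallest amount the depth can show. Tfap2a (ENSMUSG00000021359, chromosome 13 from 40715302 to 40738376) averaged 3.93 ± 1.60 at D20, 10.1 ± 5.93 at D22, 11.0 ± 5.13 at D25 and 3.96 ± 1.69 at D30. It did not change from D22 to D25 (log2 fold change 0.12, adjusted p = 0.879). Neurod6 (ENSMUSG00000037984, chromosome 6 from 55677822 to 55681263) was at 40.0 ± 54.7, 3.41 ± 3.30, 76.0 ± 71.6 and 93.7 ± 70.4 at the 4 timepoints, so that its SD was close to or above its mean at D20, D22 and D25. The rise from D22 to D25 had a log2 fold change of 4.50 (standard error 1.05, adjusted p = 0.00466), and an adjusted p of 0.0276 with the replicate number as a block. Single D25 and D22 organoids overlapped in their values.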

Pou4f2 is an early and mature marker of retinal ganglion cells, and genes expressed in mature ganglion cells are detected from D22 (Supplementary Figure 5E, Pou4f2, Rbpms3, Thy1). 

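Pou4f2 (ENSMUSG00000031688, chromosome 8 from 78433010 to 78436645 of GRCm38) was highest at D20, with 6.62 ± 2.03 normalized CPM (SD, n = 6), and lower at each later timepoint, with 2.73 ± 1.05 at D22, 1.29 ± 0.769 at D25 and 0.464 ± 0.337 at D30. None of these steps passed 0.01 in the fit of all timepoints (adjusted p = 0.0788, 0.117 and 0.0812), and the first did when only the D20 and D22 organoids were fitted (adjusted p = 0.00751). Rbpms (ENSMUSG00000031586, chromosome 8 from 33782643 to 33929863), taken here for the Rbpms3 of the text, went from 7.49 ± 1.81 at D20 to 5.62 ± 1.87 at D22 and 2.75 ± 0.525 at D30. Thy1 (ENSMUSG00000032011, chromosome 9 from 44043384 to 44048579) rose, from 1.74 ± 1.85 at D20 and 2.51 ± 1.19 at D22 to 5.76 ± 5.22 at D25 and 18.7 ± 11.6 at D30. Its log2 fold change from D22 to D30 was 2.89 (standard error 0.61, adjusted p = 0.000403). At D30, Thy1 was highest in replicate 5 (31.14) and lowest in replicate 6 (1.497), as was Neurod6. Neurod6 followed cortex genes (closing section), so the rise of Thy1 may not come from ganglion cells alone, which was not tested.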

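For the genes the paper names for mature amacrines, the changes from D22 to D25 were mostly upward but none passed 0.01 (edgeR's quasi-likelihood test). Of all 14 genes of the amacrine heatmap, 2 rose and 2 fell past 0.01 in this step. Rbfox3 changed by 0.89 on the log2 scale (adjusted p = 0.0843), Gad1 by 0.99 (0.136), Calb1 by 0.64 (0.248) and Dab1 by 0.74 (0.0292). Of the Tfap2 genes, Tfap2b changed by 0.46 (0.363), Tfap2a by 0.12 (0.879) and Tfap2c by -0.36 (0.226). Calb1 (ENSMUSG00000028222, chromosome 4 from 15881264 to 15908064 of GRCm38) rose after D25, from 3.77 ± 0.902 to 14.6 ± 5.79 normalized CPM (SD, n = 6; log2 fold change 1.95, standard error 0.33, adjusted p = 0.000199). Tfap2b rose before D22, from 32.7 ± 9.44 at D20 to 89.2 ± 51.3 (log2 fold change 1.45, adjusted p = 0.00378), and was back at 33.4 ± 11.4 at D30.
Among the bipolar genes, Scgn (ENSMUSG00000021337, chromosome 13 from 23953456 to 23991214) rose from 3.74 ± 1.52 at D25 to 21.3 ± 7.54 at D30 (log2 fold change 2.51, standard error 0.37, adjusted p = 3.477e-05). Grm6 (ENSMUSG00000000617, chromosome 11 from 50850685 to 50866208) rose from 2.89 ± 1.30 to 12.6 ± 5.37 (2.11, standard error 0.48, adjusted p = 0.00455, and 0.0394 with DESeq2). Both were already higher at D25 than at D22, Scgn by 1.71 (adjusted p = 0.00519) and Grm6 by 3.15 (adjusted p = 0.000641), although Grm6 had a mean of only 4.667 counts at D22. Prkcb rose from 7.48 ± 2.85 at D22 to 28.1 ± 12.3 at D25 (log2 fold change 1.91, adjusted p = 0.000481), and its rise from there to 49.9 ± 21.3 at D30 had an adjusted p of 0.151.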

Genes in mature amacrines (Tfap2, Rbfox3, Gad1, Calb1, Dab11) increase also from D22, and those in maturing bipolar cells (Grm6, Scgn, Prkcb) from D25 (Figures 6G,H), corresponding to the slightly later birth of bipolar cells during retinogenesis. Further, genes indicating synaptogenesis, like those (for example Syn, Bsn, and Stx1a) studied at the protein level (Figure 5) become enriched in MROs from D22 (Figure 6K). In addition, genes associated with Müller glia become upregulated in MROs from D22, including one expressed at postmitosis (Ttyh1), and those at a relatively high level upon maturation *in vivo* (Blackshaw et al., 2004; Roesch et al., 2008; Nelson et al., 2011), like Rlbp1, Dbi, Vim, Glul, Apoe, Aqp4, and Clu (Figure 6I). However, some genes indicative of mature inner retinal neurons (Pou4f2, Tfap2a, Pax6, Elavl3, Ebf3, Isl2) decline again at D30 (Supplementary Figure 5E), supporting the pathologic changes mentioned above. 

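Of the synapsin genes, Syn2 (ENSMUSG00000009394, chromosome 6 from 115134902 to 115282006 of GRCm38) rose from 0.455 ± 0.448 normalized CPM (SD, n = 6) at D22 to 5.37 ± 3.65 at D25 and 21.7 ± 13.3 at D30. Its log2 fold change from D22 to D25 was 3.55 (standard error 0.79, adjusted p = 0.00299), and all D25 organoids lay above all D22 organoids. At D30, Syn2 and Neurod6 were both highest in replicate 5 (40.86 and 175.3) and both lowest in replicate 6 (2.106 and 0.776). Neurod6 followed cortex genes (closing section), so the rise of Syn2 may not come from retinal neurons alone, which was not tested. Syn1 rose over the same step by 1.20 (adjusted p = 0.0191, and 0.00508 with DESeq2) and Syn3 by 0.62 (adjusted p = 0.098). Bassoon (Bsn, ENSMUSG00000032589, chromosome 9 from 108096022 to 108190384) was at 18.0 ± 3.15, 18.9 ± 3.81, 22.6 ± 3.66 and 27.5 ± 9.06 at the 4 timepoints, with an adjusted p of 0.403 from D22 to D25. Stx1a was at 12.8 ± 1.08 at D22, 21.3 ± 9.19 at D25 and 32.6 ± 17.4 at D30, with an adjusted p of 0.08 for the first of these steps. Taken as a group, the 14 tested genes of the synaptogenesis heatmap (Figure 6K) were all higher at D25 than at D22, with a mean log2 fold change of 0.75 (adjusted p = 1.197e-11, limma's camera test against all other features), and 8 of them passed 0.01 singly. The authors selected these genes for display in these same libraries, so the set is not independent evidence. The test also preset a correlation of 0.01 between genes. Estimating it moved the adjusted p of this set from 3.017e-16 to 0.000885 for D30 against D20, and was not done for D25 against D22. From D20 to D22 their mean change was 0.43, with 12 genes up and 2 down.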

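Clusterin (Clu, ENSMUSG00000022037, chromosome 14 from 65968483 to 65981547 of GRCm38) rose from 13.4 ± 3.92 normalized CPM (SD, n = 6) at D22 to 39.5 ± 13.3 at D25 and 132 ± 40.2 at D30, with a log2 fold change of 1.56 from D22 to D25 (standard error 0.25, adjusted p = 0.000111). The other genes rose over the same step by less, and none passed 0.01. Their log2 fold changes were 0.49 for Ttyh1 (adjusted p = 0.0162), 0.69 for Rlbp1 (0.0233), 0.61 for Dbi (0.0439), 0.42 for Vim (0.0957), 0.15 for Glul (0.568), 0.66 for Apoe (0.0263) and 1.21 for Aqp4 (0.0555). With DESeq2, Ttyh1 (adjusted p = 0.00835) and Rlbp1 (adjusted p = 0.00708) passed. From D25 to D30, Apoe (ENSMUSG00000002985, chromosome 7 from 19696109 to 19699188) went from 288 ± 64.2 to 1127 ± 512 (log2 fold change 1.97, standard error 0.20, adjusted p = 7.933e-08) and Aqp4 from 39.2 ± 18.9 to 267 ± 235 (2.77, standard error 0.43, adjusted p = 5.974e-05). Like Gfap, both were highest in D30 replicates 1 and 5 and lowest in replicate 6. The closing section raises cortex-type tissue for the spread of Gfap. Whole organoids cannot tell whether Müller glia or other cells carry the rises of Apoe and Aqp4. In this later step Ttyh1, Dbi, Vim, Glul and Clu also passed 0.01, and Rlbp1, with a change of 0.43, did not (adjusted p = 0.251).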

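Pax6 (ENSMUSG00000027168, chromosome 2 from 105668900 to 105697364 of GRCm38) fell from 371 ± 111 normalized CPM (SD, n = 6) at D25 to 214 ± 31.9 at D30, a log2 fold change of -0.79 (standard error 0.14, adjusted p = 0.000288), after a fall of 0.60 from D22 to D25 (adjusted p = 0.0043). Isl2 (ENSMUSG00000032318, chromosome 9 from 55538672 to 55546180) fell from 2.70 ± 1.18 to 0.486 ± 0.347, by 2.43 (standard error 0.44, adjusted p = 0.000455), with all D30 organoids below all D25 organoids. Tfap2a fell by 1.48 (standard error 0.36, adjusted p = 0.00923), which was close to the threshold and passed it neither with DESeq2's size factors (0.0116) nor with the replicate number as a block (0.0107). Ebf3 fell by 0.67 (adjusted p = 0.0395) and Pou4f2 by 1.44 (adjusted p = 0.0812), from means of 160 and 21 counts per organoid at D25. Elavl3 was at 124 ± 26.6 at D25 and 108 ± 39.1 at D30, a difference within the spread between organoids (adjusted p = 0.646).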

Bioconductors Ensemble of Gene Set Enrichment Analysis (EGSEA) was used to evaluate the overrepresentation of custom gene sets among the differentially expressed genes (FDR ≤ 0.01) in MROs over time (Supplementary Figure 6 and Supplementary Table 2). 

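The gene set collections used by the paper are not used here. In their place, the genes shown in the heatmaps of Figure 6 and families defined by gene symbol were tested as 13 sets for a shift against all other tested features from D20 to D30 (limma's camera test with a preset correlation of 0.01 between genes, Benjamini-Hochberg adjustment over the 13 sets). The genes of the heatmaps were selected by the authors for display in these same libraries and are not known to be independent of them. The 14 rod genes had a mean log2 fold change of 4.45 (adjusted p = 2.364e-26), with 12 genes rising and 1 falling past 0.01. The 9 genes of outer segment formation rose by 2.58 on average (adjusted p = 8.078e-26), each of them past 0.01. All 14 tested genes of synaptogenesis rose past 0.01, with a mean of 1.60 (adjusted p = 3.017e-16). The 22 genes of the cilium had a smaller mean change of 0.94 (adjusted p = 1.22e-16), 18 of them rising and 1 falling past 0.01. Bipolar genes rose by 2.60 (adjusted p = 8.668e-07, 9 genes). The 14 amacrine genes did not pass as a set (mean 0.13, adjusted p = 0.924), with single genes from -5.37 to 2.37, 4 of them rising and 3 falling past 0.01. With the correlation between genes estimated from the data, the adjusted p of the rod, outer segment and synaptogenesis sets became 0.000885 and that of the cilium set 0.00399. The paper takes the upregulation of such gene sets as further support for retinal development and maturation of its MROs.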

Genesets such as visual signal transduction of rods, visual perception, phototransduction, cilium, photoreceptor outer segment formation, and synapses, were upregulated, further supporting retinal development and maturation in the MRO system over time. In contrast, genesets such as Notch signaling, G2/M checkpoint of the cell cycle, and mRNA translation were downregulated, supporting the end of the retinogenesis. 

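Each of the 8 genes of the Notch pathway was lower at D30 than at D20 with an adjusted p below 0.01 (edgeR's quasi-likelihood test). The mean log2 fold change of this set was -2.79, and its shift against all other features had an adjusted p of 8.126e-18 (limma's camera test). The fall began before D22, with a mean of -0.72 from D20 to D22, and went on with -1.26 from D22 to D25 and -0.81 from D25 to D30. The 12 genes of the proliferation heatmap (Figure 6C), which like the Notch genes were selected by the authors, fell by 1.08 on average from D20 to D30 (adjusted p = 6.901e-07), 10 of them past 0.01. Their mean change was -0.62 from D20 to D22 (adjusted p = 3.017e-09), -0.16 from D22 to D25 (adjusted p = 0.0724) and -0.31 from D25 to D30 (adjusted p = 0.011). Ribosomal protein genes stand here for mRNA translation. Of the 78 tested, 77 were lower at D30 than at D20, 73 of them past 0.01, with a mean log2 fold change of -1.17 (adjusted p = 1.942e-46). With the correlation between genes estimated from the data, the adjusted p was 0.0219 for the ribosomal and 0.022 for the proliferation set, and 0.001 for the Notch set.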

Taken together, this data shows a temporal gene expression pattern supporting stem-cell depletion and acquisition of a postmitotic stage in MROs at about D20–D22, a neuronal maturation starting and progressing from D20 to D30, and a subsequent development of potentially pathologic changes. Gene expression in MROs between D20 and D30 demonstrate a correlation with developmental stages, particularly those discriminating the end of cell differentiation and onset of maturation, as assessed by histology.

**FIGURE 6:**
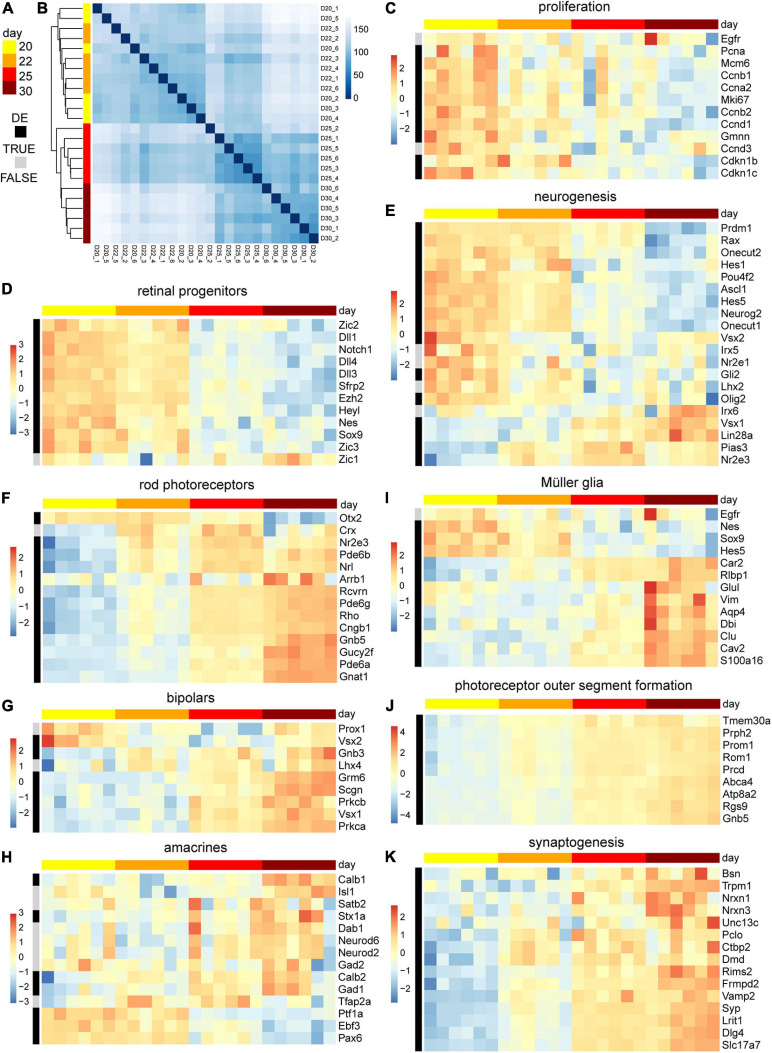
Transcriptome analysis of retinal maturation of the MRO system. **(A)** Color code of column and row annotation of the heatmaps indicate MRO sample age and differential gene expression (DE, FDR ≤ 0.01), respectively. D, day. **(B)** Sample-to-sample distance matrix (with clustering) for overall gene expression based on normalized counts shows low variation between individual samples per timepoint and a clear separation of the early (D20–22) and the later (D25–30) time points. **(C–K)** Heatmaps of selected genes of interest to study temporal changes in the gene expression associated with retinal progenitors, and neurogenesis of the major retinal cell types and their maturation. The heatmaps scales depict *z*-scores of log transformed counts. 6 MRO samples per timepoint were analyzed.

### Spontaneous Retinal Pathology Limits Maturation of MROs to Adult Stage and Their Maintenance

We show that MROs can be maintained longer in culture than previously reported. However, evidence also indicated pathologic changes. Thus, we investigated whether other pathology-related processes occur between D25 and D60 (Figure 7A): Microscopic analysis of whole MRO sections revealed changes in retinal epithelial structure, including epithelial folding and rosettes (Figures 7B,C), which are reminiscent of changes frequently observed in human patients with age-related macular degeneration and other retinal pathologies (Hariri et al., 2015). Next, we investigated whether Müller glia cells undergo reactive gliosis, a common and early response in most neurodegenerative conditions (Sardar Pasha et al., 2017). 

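Gfap (ENSMUSG00000020932, chromosome 11 from 102887336 to 102900912 of GRCm38) was at 6.76 ± 6.68 normalized CPM (SD, n = 6) at D20, 11.6 ± 17 at D22 and 83.3 ± 50.2 at D25, and reached 982 ± 890 at D30. Single D30 organoids ranged from 114 to 2163. The rise from D25 to D30 had a log2 fold change of 3.56 (standard error 0.78, adjusted p = 0.00322, edgeR's quasi-likelihood test), and the preceding rise from D22 to D25 one of 2.85 (adjusted p = 0.0145). Bdnf (ENSMUSG00000048482, chromosome 2 from 109674700 to 109727007) rose from 2.68 ± 0.765 at D25 to 11.5 ± 6.80 at D30, by 2.10 (standard error 0.41, adjusted p = 0.000988). Cntf had few counts, on average 8.5 per organoid at D25 and 27.83 at D30. Every D30 organoid was above every D25 organoid for Cntf, and its log2 fold change of 1.73 had an adjusted p of 0.024, and of 0.00375 with DESeq2. Hbegf rose by 0.73 (adjusted p = 0.262), with every D30 organoid above every D25 organoid, and Egfr changed by 0.44 (adjusted p = 0.4), the latter with 1 D30 organoid at 55.4 and the others between 7.82 and 24.7. Lifr was expressed from D20 on, with 90.9 ± 12.6 at D20, 150 ± 36.4 at D22, 194 ± 9.19 at D25 and 168 ± 19.2 at D30, a change of -0.20 after D25 (adjusted p = 0.401). Lif and Mmp9 were below the base mean of 10, with on average 18.33 and 9.333 counts per organoid at D30. Without that filter their changes from D25 to D30 had adjusted p values of 0.564 and 1.

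**Figure D4:**
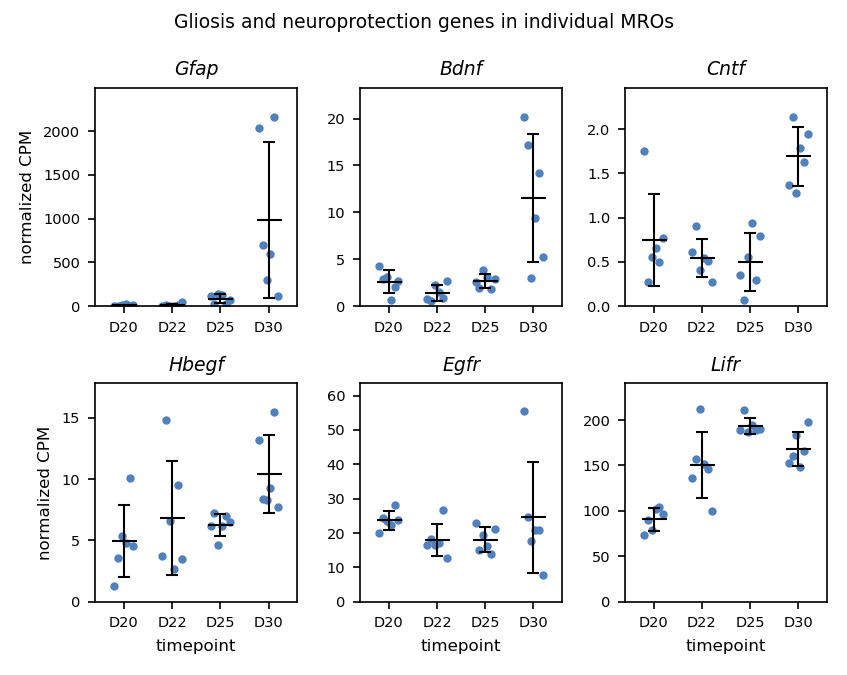
Normalized CPM of 6 genes of gliosis and neuroprotection in individual MROs at D20, D22, D25 and D30, with 6 points per timepoint, horizontal bars for the mean and error bars for the SD. The 6 D30 organoids spread from 114 to 2163 for Gfap, and Lifr is at a mean of 194 already at D25.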

Transcriptome data (Supplementary Figures 5F,G) showed that genes associated with induction (Gfap, Cntf, Hbegf, Egfr) and regulation (Lif, Lifr, Mmp9) of reactive gliosis, and glia-derived endogenous neuroprotection (Bdnf, Cntf), are rather low or absent until D25, but increase thereafter. We confirmed upregulation of the reactive gliosis hallmark marker GFAP as a proxy: Immunostaining of MROs sampled at increasing ages between D25 and D60 showed that GFAP is mostly absent until D25 (Figures 7B,D,E). GFAP first increases slowly, becoming strongly upregulated at D40 (Figures 7D,E), subsequently to the onset of cell loss (Figure 1G). Quantitative analysis of retinal-cell composition at D25 compared to D50 (Figures 7F,G; *N* = 3 experiments, *n* = 5 MROs/N) showed that the number of RCVRN+ photoreceptors might be more variable but does not significantly decline (*p* = 0.68). However, cells in the inner retina become significantly reduced (Figures 7F,G): 85% of ELAVL3/4+ cells (amacrines, ganglion cells and horizontals; *p* < 0.0001), 43% of VSX2+ cells (subpopulation of bipolar cells; *p* = 0.0061), and 42% of SOX2+ cells (Müller glia; *p* < 0.0001) were lost. Previous reports of other MRO protocols also showed incomplete development and loss of inner retinal cells (Eiraku et al., 2011; Hiler et al., 2015; Ito et al., 2017; Brooks et al., 2019; Decembrini et al., 2020), but it is still unclear if developmental defects cause the outer retinal changes and overall deterioration.

**FIGURE 7:**
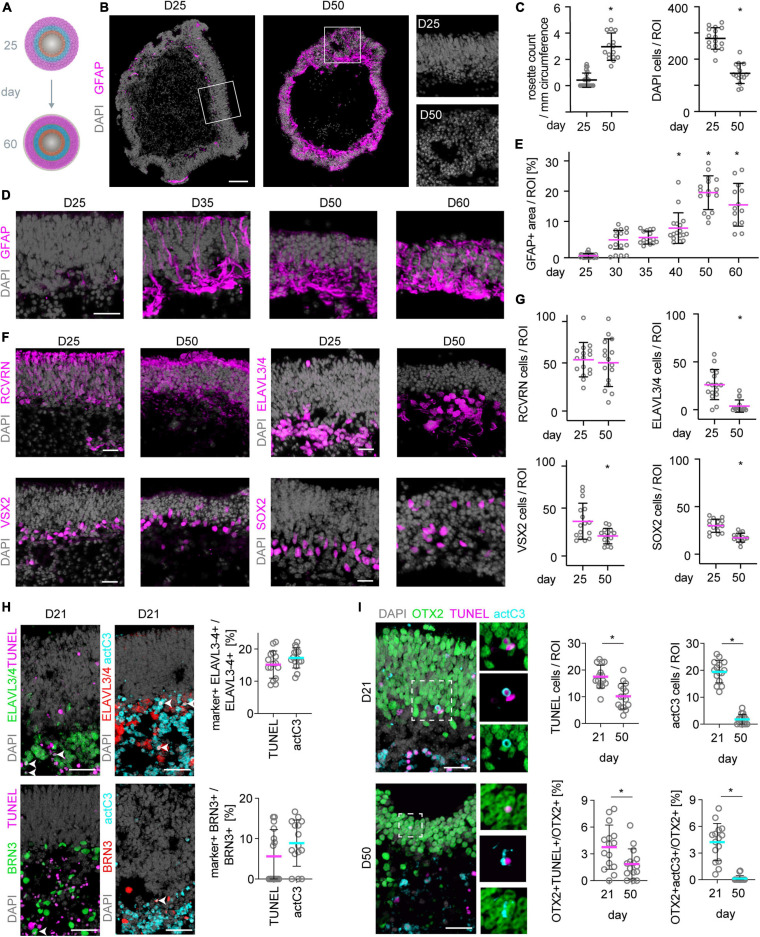
Neuronal cell death and reactive gliosis in postmitotic MROs. **(A)** Scheme experimental paradigm: MRO were assessed between day (D) 25 and 60 at the timepoints indicated in the figure. **(B,D)** Mouse retina organoid (MRO) cryosections were immunostained for gliosis hallmark GFAP and DAPI. At D25, no (or very little) GFAP is detected, but it becomes upregulated at later timepoints, suggesting the onset of reactive gliosis. Further, MROs at D25 show continuous long epithelia **(B)**, but at later timepoints (D50, **B**) epithelia become less organized and rosettes are frequently observed. Squares indicate regions shown at higher magnification. **(C,E)** Quantification of data presented in **(B,D)**. Each dot represents an organoid. **(F)** Staining for photoreceptor (RCVRN), inner neuron (ELAVL3/4), bipolar cell (VSX2) and Müller glia (SOX2) markers at D25 and D50 shows that inner neurons, bipolar cells and also Müller glia are reduced in numbers at later timepoints. In contrast, photoreceptor numbers remain similar at both timepoints. Notably also the total cell number (DAPI) decreases **(C)**. Further, the different cell types become displaced from their originally defined layers and more distributed, reflecting the epithelial disorganization and rosetting at later timepoints already noted above. **(G)** Quantification of data presented in **(F)**. **(H)** Representative images and quantification of immunostaining analysis for cell death markers activated caspase 3 (actC3) and TUNEL assay. BRN3 labels ganglion cells, OTX2 labels photoreceptors and bipolars. Legend: Each dot represents an organoid. *p < 0.01. D, day. Scale bars: **(B)** 100 μm, **(D,F,H,I)** 25 μm.

Whether MRO stability and spontaneous pathology varies between different MRO protocols, is a key question in the field but beyond the scope of this work. However, in a preliminary experiment we tested a strategy that could be useful for future systematic comparisons of organoid systems. One experimenter performed parallel differentiation of MROs using two different protocols: Acutely dissociated mESCs were split into two fractions: One was used to generate MROs by the motherorganoid (Gonzalez-Cordero et al., 2013; Santos-Ferreira et al., 2016); the other followed the trisection protocol (Völkner et al., 2016). Analysis upon completion of retinogenesis (D23, Supplementary Figure 7) indicated a major difference in MRO stability: Motherorganoid MROs showed discontinuous retinal epithelia, and significantly increased and highly variable GFAP expression (*p* < 0.0001, *n* = 15 MRO each), indicative of reactive gliosis. In contrast, trisection MROs showed continuous epithelia with GFAP being rarely detectable (Supplementary Figure 7) confirming data above (Figures 7D,E). Thus, conceptual differences might not only determine MRO differentiation, yield and quality, but also longer-term stability. Since GFAP is not observed before D30 in our MRO system (Figures 4D,E), this supports the notion that pathologic cell death after end of retinogenesis might induce reactive gliosis. Of note, developmental cell death does not induce reactive gliosis *in vivo*, in contrast to wholemount culture of primary retinas (Supplementary Figure 8, Mervin and Stone, 2002; Löffler et al., 2015; Sardar Pasha et al., 2017). Given the potential different onset and phenotypes of outer (Ito et al., 2017) and inner (Brooks et al., 2019; Decembrini et al., 2020) pathologies in MROs, one question is whether this involves differential mechanisms, and cell death during or after retinogenesis.

### Exploration of Cell Death in the MRO System

We sought to study cell death in the MRO system to gain further insights into MRO stability and the onset of the spontaneous pathology. TUNEL assay and immunostaining for the apoptosis regulator active caspase 3 (actC3) were performed to assess cell death on MRO cryosections at D7, 10, 12, 15, 18, 21, 25, 28, 30 (*n* = 5 per timepoint, *N* = 1, Supplementary Figures 9A–C), and D21 in comparison to D50 (Figures 7H,I and Supplementary Figure 9D). Data suggested that cell death in MROs occurs in two waves (Supplementary Figures 9A–C), reminiscent of mice *in vivo* (Young, 1985; Chang et al., 1993; Portera-Cailliau et al., 1994; Laemle et al., 1999; Mervin and Stone, 2002; Péquignot et al., 2003; Doonan et al., 2007; Mao et al., 2008; Sancho-Pelluz et al., 2008): in the INL during late stage retinogenesis (P2–P10 *in vivo*; D18–D21 MRO); and in the ONL upon completion of retinogenesis (P5-15; D25-30). However, cell death was very rare after P18 *in vivo* (Young, 1985), whereas it was still occurring at D50 in MROs, mostly in the INL but also in the ONL (Figures 7H,I). To confirm this, we quantified cells colabelled with cell type and cell death markers at key timepoints: 15% of ELAVL3/4+ and 5% of BRN3+ cells underwent cell death at D21 (Figure 7H). Further, 4–5% of OTX2+ cells, a nuclear marker for photoreceptors and bipolar cells, underwent cell death at D21 (Figure 7I), whereas only 2% were TUNEL+ and almost none CASP3+ at D50. In summary, these data might explain the loss of inner retinal neurons in longer term culture, particularly amacrines and bipolar cells (Figures 7F,G), and provide a first insight into MRO developmental cell death. Although it is well established that a large number of newly-generated neurons do not survive due to programmed cell death in development *in vivo*, the mechanisms and exact cell numbers are still incompletely defined. Thus, a detailed comparison of MROs and *in vivo* retinas might decipher the mechanism of the ensuing pathology in MROs.

### Organoid Model for Enlarged Retina by Experimental Stem Cell Stimulation

The data above supports the notion that the trisection-based MRO system provides experimental access to at least four different developmental stages: (i) early and (ii) late retinogenesis; (iii) early postmitotic retinas (upon completion of retinal cell generation) when MROs are transiently stable in cell composition and continue to mature; and subsequently, (iv) retinas in extended culture undergoing pathologic changes. Previously, we have explored early retinogenesis and generated cone-enriched MROs generated by inducing premature differentiation (Völkner et al., 2016), and here sought to explore MRO age-dependent differences experimentally. We hypothesized that retinal epithelial length and thus organoid size could be reproducibly increased by controlled experimental manipulations, and with differential effects at different developmental stages. Controlling organoid size is of major interest, since a smaller or larger organoid may be an advantage or limitation depending on the research application, e.g., developmental studies, disease modeling or as an efficient cell source for single-cell applications, like preclinical cell transplantation studies. Increasing the number of starting mESCs does not result in increased MRO size, since MRO genesis becomes more variable and inefficient (Eiraku et al., 2011; Decembrini et al., 2014; Völkner et al., 2016). Thus, we proposed that experimental timed stimulation of retinal progenitor proliferation would increase MRO size. To test this, we used a potent sonic hedgehog (SHH) pathway activator, the chemical smoothened agonist (SAG) (Chen et al., 2002). Notably, activation of SHH signaling in LRP2-deficient mice *in vivo* causes a large eye phenotype (Christ et al., 2015). Further, it is well known that SHH contributes to retinal development, including retinal progenitor proliferation (Moshiri and Reh, 2004; Sigulinsky et al., 2008; Wallace, 2008; Wall et al., 2009; Christ et al., 2015), photoreceptor differentiation (Levine et al., 1997), patterning (Locker et al., 2006), and lamination (Wang et al., 2002). To determine the optimal timepoint for a transient stimulation, we applied SAG to MROs (Figure 8A) for several days either at mid- (D14), end- (D20), or post- (D25) retinogenesis (for details see methods). SAG applied in the middle of retinogenesis, but not later, reproducibly caused an elongation of the bright retinal epithelia in length that could be seen by microscopy live in culture (Figure 8B). Analysis on immunostained MRO sections confirmed this (Figures 8C,D): MROs significantly increased in size by 1.6-fold and with low variance based on the circumference of the central sections (*p* < 0.0001, CTRL: 2.1 mm COV 12.3%; SAG: 3.4 mm COV 12.5%, *N* = 4 experiments, *n* = 5 MROs/N), and epithelial thickness became slightly increased (*p* = 0.04, 102μm control, 106μm SAG). However, the total cell number based on DAPI+ nuclei count per retinal epithelia ROI remained unchanged (Figure 8C), indicating an expansion in epithelial length. Quantitative analysis of the cell-cycle marker KI67 and the mitotic marker phospho-histone-3 (PHH3) revealed that SAG significantly increased cell proliferation by 3- and 5-fold when SAG was applied in the middle (*p* < 0.0001) or at the end of retinogenesis (*p* < 0.0001), respectively, but not at postmitosis (*p* = 0.79) (Figure 8E and Supplementary Figure 10A). To find out if the proliferating cells are retinal progenitors, we assessed key transcription factors required for neurogenesis and retinal development. SOX2 regulates stemness in the retina, and remains expressed in Müller glia of the postmitotic retina. VSX2 regulates the multipotency of retinal progenitors and is expressed at the onset and throughout neurogenesis; its absence causes small retinas, and it remains expressed in a subpopulation of postmitotic bipolar neurons (Goodson et al., 2020). Further, ASCL1 is a pioneering factor driving neural development, required in postnatal retinal progenitors for neurogenesis, and is absent in the postmitotic retina (Brzezinski et al., 2011). In developing MROs, all three factors are expressed in the majority of cells in early retinogenesis, which declines with stem cell depletion over time (Figures 8F–H; Völkner et al., 2016). After the end of retinogenesis, SOX2 and VSX2 are expressed by Müller glia, and VSX2 also by a subpopulation of bipolar cells (Figures 2, 8F–H), whereas ASCL1 is absent. Qualitative assessment shows that SAG application increased SOX2 and VSX2 (Figures 8F,G), which previously were shown to mediate expansion of the pool of progenitor cells in the LRP2-deficient large eye model *in vivo* (Christ et al., 2015). Quantitative analysis (Figures 8G,H) confirms that VSX2+ and ASCL1+ cell numbers significantly increase by more than 2- to 3-fold each when applied either at mid (*p* < 0.0001 and *p* < 0.0001) or late (*p* < 0.0001 and *p* < 0.0001) retinogenesis compared to controls. In postmitotic MROs, ASCL1 remained absent upon SAG treatment like in controls, whereas VSX2 slightly increased (*p* = 0.4; Figures 8G,H). Relatedly, inhibitor of differentiation 1 (ID1) may stimulate stemness and SOX2 expression. The number of ID1 expressing cells increased when SAG was applied in the middle and at the end of retinogenesis, but not postmitotically (Supplementary Figure 10B). Together, this indicates that SAG might increase the number of progenitors and prevent differentiation. Further, the transcription factor OTX2 acts upstream of VSX2, high OTX2 levels facilitate neuronal differentiation, and VSX2 prevents cell differentiation by restricting OTX2 competence (Goodson et al., 2020). When SAG showed its strongest effect (mid-retinogenesis treatment), OTX2 became slightly reduced, but it remained unchanged when SAG was applied at the other stages (Supplementary Figure 10C), indicating the effects are dependent on the organoid age. Since immunostainings for photoreceptor (RCVRN) and Müller glia (SLC1A3) markers in enlarged MROs on D21 seemed comparable to controls (Supplementary Figure 10D), we wondered whether enlarged MROs still develop all the major retinal cell types in a stratified structure. To determine this, we analyzed MROs 5 days after the last SAG treatment (Supplementary Figure 10E): Immunostaining analysis showed that photoreceptors (RCVRN) were localized in the outer retina, whereas bipolar (PRKCA, VSX2) and amacrine cells (ELVAL3/4) and Müller glia (RLBP1, SOX8) were in the inner retina. Further, reactive gliosis was absent in SAG-enlarged MROs (like in controls) (Supplementary Figure 10F). Taken together, SAG stimulates MRO enlargement by increasing retinal progenitor proliferation, which becomes age-dependently restricted. Thus, the SAG effect might depend on the number of retinal progenitors still present at the time of stimulation. Application of SAG at D25, when retinal progenitors are already depleted, showed no effect on MRO size. However, some MRO cells at D20–25 but not D25–30, might still have the competence to re-enter the cell cycle, and upregulate stemness and neurogenic transcription factors. These data not only confirmed that MROs become postmitotic, but also that they remain postmitotic. In summary, these data support a proper completion of retinogenesis, and validate the reproduction of different developmental and maturation stages in this MRO system. Thus, the MRO system offers experimental access for studies at different stages (Figures 9A,B), and SAG treatment provides a protocol for the inducible generation of larger but still evenly-sized MROs (Figure 9C and Supplementary Figure 11).

**FIGURE 8:**
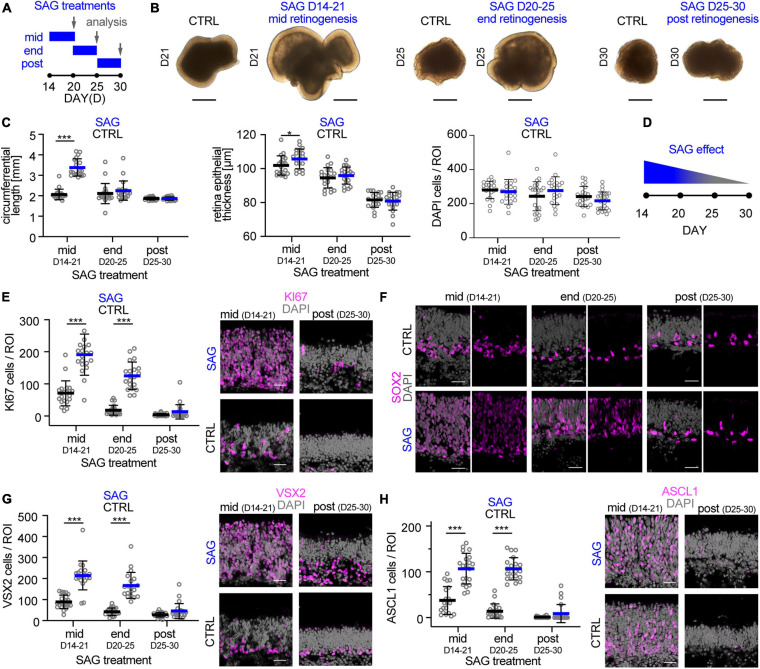
Experimental stimulation of cell proliferation for MRO enlargement. **(A)** Schematic of the experimental paradigm. Mouse retina organoids (MROs) were cultured with smoothened agonist SAG starting at mid (D14), end (D20) and post (D25) retinogenesis, and analyzed on D21, 25, and 30, respectively. **(B)** Representative phase contrast images of SAG treated and untreated (CTRL) MRO showing increase in organoid size at mid retinogenesis, but not at later timepoints. **(C)** Quantification of organoid circumference and epithelial thickness in entire MRO cryosections, as well as of total cells (DAPI) in regions of interest (ROI) of 100 μm width. Data confirms the increase of MRO size and epithelia thickness upon SAG treatment at mid retinogenesis, but not later. However, total cell counts per ROI do not increase, suggesting an expansion in epithelial length. **(D)** Summary schematic of the SAG induced effect on MRO. **(E–H)** Representative images and **(E,G,H)** quantification of KI67 (cell cycle marker), SOX2 (progenitors and Müller glia), ASCL1 (progenitors), and VSX2 (progenitors and bipolar cells) in untreated (CTRL) MROs and MRO treated with SAG. KI67 and SOX2 are upregulated in MRO treated with SAG at mid and end retinogenesis, but not post retinogenesis. The same is seen for ASCL1 and VSX2, however, VSX2 does also slightly increase in some SAG treated MRO at post retinogenesis. The potential of SAG to induce MRO growth declines rapidly with MRO age and maturation. *p < 0.05, ***p < 0.0001; D, day. Scale bars: **(B)** 500μm, **(E−H)** 25 μm.

**FIGURE 9:**
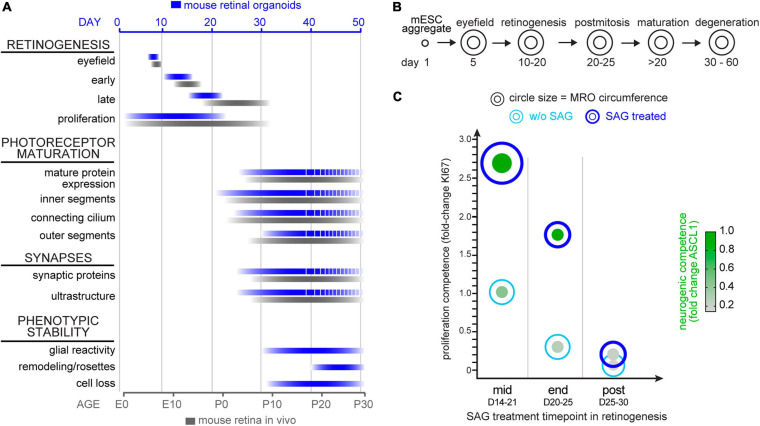
Summary schemes of MRO maturation and SAG-induced enlargement. **(A)** Summary of the development and maturation timeline of mouse retinal organoids (MRO, blue bars) as observed in this study and previously reported (Völkner et al., 2016, 2019) and in comparison, to *in vivo* mouse retina (black bars). Dotted lines indicate incomplete MRO maturation and pathologic changes. E, embryonic day; P, postnatal day. **(B)** Summary schematic of the phases of MRO development. mESC form an aggregate after 1 day (D) in culture and cells acquire eyefield identity starting from D5. From D10 to D20 all major cell types of the retina are generated in a defined order in MRO (retinogenesis). MRO become postmitotic and mature upon further culture, particularly between D20 and D30. From D30, pathologic changes occur in the inner and outer retina. **(C)** Summary of the SAG-induced effect on MRO at the different timepoints. Data shown are summarized from Figure 8: Circle diameter depicts MRO size based on organoid circumference. Proliferation competence depicted on the y-axis is based on KI67 data. Neurogenic competences presented as green dots is based on nuclear expression of ASCL1. Data presented were normalized to experiments started at mid retinogenesis (according to paradigms shown in Figure 8A).

## Discussion

Using our previously established trisection protocol optimized for reproducible generation of MROs, we assessed key parameters of MROs and their maturation in extended culture. MROs develop all major cell types in a layered structure, reach and maintain some key postmitotic characteristics, mature on a molecular and structural level, and can be maintained at least up to 50 days (Figure 9A). Our data indicate that this MRO system provides experimental access to embryonic, neonatal, and postmitotic retinas. However, maintaining MROs beyond 1 month is still limited, and it has not yet been possible to generate completely mature MROs with full retinal visual function, equivalent to the *in vivo* adult mouse. So far, this MRO system has been applied for studies of retinal development, establishing transgenic reporters, preclinical photoreceptor cell replacement therapy, and retinal cell biology (Völkner et al., 2016; Santos-Ferreira et al., 2019; Völkner et al., 2019). In addition to this, the presented data suggest that this MRO system might also facilitate studies of retinal maturation and the functions of newly-generated healthy and pathologic neurons and glia, for example retinal pathologies that commence during development or during retinal maturation in postmitotic retina, and including the spontaneous pathology as an experimental model. The reproducible developmental stages of this MRO system, the current deficiencies, and the spontaneous onset and dynamic progression of retinal neuropathologies and reactive gliosis provide insights and access for further optimizing the MRO system. These pathologic changes occur in MROs throughout stages that, based on the number of days in culture, might correspond to infant and adult stages *in vivo*. The potential applications and robustness of this MRO system at different developmental stages is confirmed by our experiments that led to age-dependent differentially-induced growth of larger-sized MROs (Figures 9B,C). The resulting modified protocol might be of interest for research projects requiring larger retinas or more retinal cells per organoid. Future studies will be required to determine if this phenotypic model for enlarged MROs still has the potential to acquire complete physiologic functions, involves additional pathologic changes, and reproduces a model for rare congenital enlargement of the eye, termed buphthalmos, in patients with Lrp2 mutations (Pober et al., 2009; Christ et al., 2015).

Previous studies established standardized assessment approaches and parameters at the cellular and molecular level: these can be used to perform reproducible quality controls for MRO generation (Gonzalez-Cordero et al., 2013; Decembrini et al., 2014; Hiler et al., 2015; Völkner et al., 2016; Brooks et al., 2019), and here we provide parameters for MROs in longer-term culture. As determined by our gene expression studies, cell birthdating, and progenitor and mitotic marker analysis of the MRO trisection protocol, all major retinal cell types have been generated and are present when retinogenesis is complete by about D20. Here, additional cellular and molecular studies confirm this, and we conclude that MROs homogenously complete retinogenesis, become postmitotic, and continue to mature over a transient timeframe. Notably, the acquisition of different MRO developmental stages was also supported by our SAG experiments that showed a strong increase in retinal progenitor cell proliferation during retinogenesis (D14), that this effect became age-dependently restricted (D20), and that it is absent at the postmitotic stage (D25). This indicates that progenitors become depleted, and that the retina not only becomes postmitotic but also maintains this state until D60. Previous studies have shown that retinogenesis finishes at between D20 and D35, depending on the MRO protocol: this indicates potential variances within and between MRO systems (Decembrini et al., 2014, 2020; Hiler et al., 2015; Chen et al., 2016; Völkner et al., 2016; DiStefano et al., 2018; Ueda et al., 2018; Brooks et al., 2019; Cui et al., 2020). The latter might be due to differences in the number of starting cells, and thus MRO size, or intraorganoid heterogeneity in retinal development. For example, each early neuroepithelium in organoids may develop more than one eyefield region, each of which may evaginate and give rise to a retina. If several such retinal domains develop within one organoid, these might compete with and disturb each other. Our trisection protocol reduces the size of the organoid prior to the onset of retinogenesis, which possibly reduces the development of large multi-domain retinal epithelia, such as has been observed in other protocols. Larger multi-domain MROs tend to convolute, which might limit their stability. Other major sources of variation are the pluripotent stem cell lines, experimenters, culture conditions, and variability in media supplements, particularly complex ones like Matrigel (Hiler et al., 2015; DiStefano et al., 2018; Slembrouck-Brec et al., 2018; Akhtar et al., 2019; Brooks et al., 2019; Capowski et al., 2019; Kaya et al., 2019; Mellough et al., 2019). So far, a systematic assessment of these parameters in MROs has been performed for different pluripotent stem cell lines (Hiler et al., 2015) and modified culture conditions (Chen et al., 2016; DiStefano et al., 2018; Brooks et al., 2019). Together, the parameters required for complete maturation and longer-term stability of mouse and also of human retinal organoids in culture are still incompletely defined, and the system and data presented here offer a basis to address this.

The cellular and molecular characterizations of several MRO systems have previously been reported during and at the end of retinogenesis, but not yet beyond this. Morphogenesis of photoreceptor cells, such as PISs, POSs, and ribbon synapses, and their connections to neighboring Müller glia forming the OLM, are essential for photoreceptor function. Studies in mouse retinas and MROs have shown that a major change in gene expression occurs at P6, indicating the switch from neurogenesis to postmitotic maturation (Daum et al., 2017; Brooks et al., 2019). In mice *in vivo*, POS formation starts at postnatal day P5 and rapidly progresses until end of retinogenesis (P10) and visual function starts with eye opening at about P12 (LaVail, 1973; Daum et al., 2017; Salinas et al., 2017). Our electron microscopy, immunostaining, and gene-expression studies support the development of several hallmarks of photoreceptor morphogenesis in extended MRO culture. PISs and POSs have previously been suggested and detected in some (Chen et al., 2016; Ito et al., 2017; DiStefano et al., 2018; Decembrini et al., 2020) although not yet in all MRO systems (Eiraku et al., 2011; Hiler et al., 2015), or only upon experimental stimulation (Busskamp et al., 2014; Brooks et al., 2019): not all studies confirmed this by the gold standard electron microscopy method. Notably, MROs with POSs showed light responses (Busskamp et al., 2014). Here, we show that photoreceptors and Müller glia form an OLM in MROs through cell connections at the apical retinal epithelial border. At this OLM, photoreceptors develop PISs and POSs. Thereby, we provided insight into the developmental time course: PISs start to be formed at D20, continue to grow, and develop characteristic mitochondria. Subsequently, PISs show connecting cilia with still rudimentary POSs at their tips, also called ciliary vesicles. At D30 they show a somewhat immature structure reminiscent of the disk formation characteristic of POSs. Further, we still detected POSs at D50, but these were not as extensively grown as *in vivo* ones. The observed changes in ultrastructure are also supported by timed expression of distinct genes and proteins, indicating photoreceptor maturation on a structural and functional level. In conclusion, our data show that PISs and POSs initially develop in MROs similarly to *in vivo* development, but certain signals might be missing for their ongoing growth and stabilization. Notably, MRO-derived whole-retinal epithelia or isolated photoreceptor cells show ongoing POS development upon transplantation into the mouse retina *in vivo* (Gonzalez-Cordero et al., 2013; Assawachananont et al., 2014; Decembrini et al., 2014; Lakowski et al., 2015; Santos-Ferreira et al., 2016). Thus, this postmitotic *in vivo* environment needs to be better mimicked in organoid culture. For example, MRO systems lack several cell types, like retinal pigment epithelium, as well as astrocytes, microglia, and vasculature that migrate into the retina during development (O’Sullivan et al., 2017; Silverman and Wong, 2018): these might be required for maturation and long-term maintenance of the physiological structure and function of the retina. Extracellular matrix components derived from the lens (Halfter et al., 2008; Oltean et al., 2016), other factors in the aqueous humor, and physical constraints like intraocular pressure, might also be important (Hosseini and Taber, 2018). Interestingly, supplementing with docosahexaenoic acid, a key component of POSs, facilitates MRO photoreceptor maturation, including PIS and POS formation (Brooks et al., 2019): whether this further improves long-term MRO stability has not yet been tested. Taken together, cellular, molecular, and ultrastructural data indicate that this MRO system completes retinogenesis at about D20–D25, since proliferation ceases (Figures 1, 6, and 8), and stem cells become depleted (Figures 7, 8; Völkner et al., 2016), which corresponds to about P5 in the central retina *in vivo*. Subsequently, MROs further mature from D25, with the formation of photoreceptor outer segments, both plexiform layers, and synapses being particularly notable, which occurs between P5 and P10 *in vivo*. For comparison, selected data in other MRO systems indicated that D26 in MROs corresponds to P4–P6 *in vivo* (Gonzalez-Cordero et al., 2013), D20 and D25 to P0 and P4–P6 (Decembrini et al., 2014), D28 to P6 (Hiler et al., 2015), D25–35 to P2–P6 (Chen et al., 2016), D23–D25 to P5–P7 (Ueda et al., 2018), and D26 to P6 (Brooks et al., 2019). Of note, modifying culture conditions may change the timing of MRO development: D25 in rotating vessel culture and D32 in static culture correspond to P6 (DiStefano et al., 2018). Here, our gene expression analysis indicates a major change between D22 and 25, which might be part of the previously described switch between retinogenesis and retinal maturation at P6 (Brooks et al., 2019). However, to resolve this a more systematic comparison of our MRO system and transcriptome data with previously-published data of other MRO systems and *in vivo* data is required to determine commonalities and differences compared to mice *in vivo* and to other MRO protocols, and to identify possible methods to facilitate the complete maturation and higher stability for long-term culture. Generally, our observations so far are in line with previous studies, indicating that retinal development and maturation are highly dynamic and partially comparable to mice *in vivo*.

Synaptic integration of neurons is a key process during retinal maturation and in gaining visual function. This integration is completed in the mouse *in vivo* at about P21 (Akiba et al., 2019). Here, we observed that synaptogenesis occurs in parallel to POS formation in the trisection-based MRO system, which is supported by temporal changes in synaptic-protein and gene expression. Further, our data show that progression of MRO maturation and the deficiencies involved can be studied in extended culture up to D60. Evidence for the development of synaptic layers and synapses in MROs was presented in the pioneering study (Eiraku et al., 2011). In subsequent work, this has been confirmed and extended at the cellular and molecular levels for some MRO systems (Gonzalez-Cordero et al., 2013; Hiler et al., 2015; Chen et al., 2016; DiStefano et al., 2018; Brooks et al., 2019; Capowski et al., 2019; Cui et al., 2020), but not yet for others (Decembrini et al., 2020). Notably, 3D electron microscopy of MROs has even shown well-formed synaptic ribbons in photoreceptor terminals (Hiler et al., 2015). Further, cell transplantation studies into the mouse retina *in vivo* also confirmed by electron microscopic and marker studies that MRO-derived donor photoreceptors have the plasticity to develop synaptic connections with host inner nuclear neurons (Gonzalez-Cordero et al., 2013; Assawachananont et al., 2014; Decembrini et al., 2014; Santos-Ferreira et al., 2016). However, although synapse formation occurs in MROs, deficits of the inner retina have been observed (Decembrini et al., 2014; Völkner et al., 2016; DiStefano et al., 2018; Brooks et al., 2019). Here, we find that this is also supported by incomplete expression of synaptic markers in the IPL, and although plexiform layers are maintained, this is not resolved in extended culture. Previous studies have shown that the primary cell source might be a cause for this, since pluripotent stem cells with a retinal epigenetic memory, like those derived from retinal cells by reprogramming, improve inner retinal development (Hiler et al., 2015). However, recent adaptations of an MRO protocol that doesn’t form synapses in classic (floating) organoid culture conditions, have shown that rotating culture conditions improve inner retina and synapse development, even though the originating pluripotent stem cells were not retinal derived (DiStefano et al., 2018; Wang et al., 2018). FGF1-treated MROs also showed improvements in synaptic-marker expression (Brooks et al., 2019), whereas removing serum shortened survival (Ito et al., 2017). Further, O_2_ tension in MROs might need to be optimized for gas exchange (Chen et al., 2016). O_2_ might become limited with increasing epithelial thickness. Whether increased size impairs the quality and progress in maturation and synapse formation still needs to be determined. Defined organoid protocols offer the advantage of being tailored for specific application requirements, and provide a simplified system compared to the *in vivo* counterpart. Although there is a clear need and interest to integrate additional components in the future, a simplified system requires fewer quality controls and increasing organoid complexity might also limit or even reduce MRO stability. So far it remains unclear if any additional components might be required to achieve complete MRO maturation and long-term maintenance.

The major limitations of, and differences between, different retinal organoid protocols, using mouse or human pluripotent stem cells, are still unsolved, particularly for longer-term studies. The pioneering study by Eiraku et al. (2011) already described that retinal integrity in MROs decreases after D35, and subsequent studies have reported variable onset of inner retinal deficits, and deterioration between D20 and D30 (Hiler et al., 2015; Chen et al., 2016; Ito et al., 2017; DiStefano et al., 2018; Ueda et al., 2018; Brooks et al., 2019; Decembrini et al., 2020). Notably, in the trisection system presented here, the neurons of the inner retina decrease and reactive gliosis started about D30, and although rosette formation occurred in the outer retina the photoreceptor cell number remained largely unchanged up to D50. This possibly provides a window of opportunity to experimentally model induced photoreceptor and glial pathologies in MROs. Within this time window, the only study so far of retinal pathology modeling in MROs reported experimentally-inducible photoreceptor cell death between D23 and D27 (Ito et al., 2017). However, MROs under control conditions already showed inner retinal defects prior to the onset of the experiment, and maintained outer retinal morphology only up to D30. Thereafter, induced photoreceptor cell death could not be distinguished from spontaneous degeneration in controls: this limited longer-term studies of photoreceptor pathology. Whether such differences between organoid protocols are due to different cell-culture conditions, experimenters, or cell lines is still unclear. Here we show that MROs in the motherorganoid protocol already showed pathologic reactive gliosis right at the end of retinogenesis (D23), whereas MROs in the trisection system develop this about 1 week later. In order to further address such questions in the future, in these preliminary studies we assessed a strategy to systematically compare protocols by parallel differentiation.

Organoids are tunable systems that can be adapted to experimental needs. However, increasing the amount of a certain cell type may require compromises, like a decrease in other cell types or a higher variance. For example, premature induction of retinal differentiation in MROs results in a high number of cone photoreceptors at the cost of rods and overall structure (Völkner et al., 2016). And a higher variance might require additional MRO dissection to exclude any variable contribution of non-retinal parts just prior to the experiment (Ito et al., 2017). Here, we show that SAG-stimulated MROs were reproducibly larger. This modification of the trisection protocol combines two advantages into one system: a high yield of similarly-sized MROs; and a longer retinal epithelium. Various experimental applications might benefit from this. For example, larger MROs provide more sequential tissue sections and cells per organoid whenever single organoids are needed for intra- and interorganoid comparative studies. Also, larger MROs provide more cells for single-cell applications, like cell transplantation studies, and reduce the number of separate differentiation batches for larger-scale experiments. It will be interesting to learn if SAG treatment works similarly in other MRO systems, in human organoids, and primary retina *in vivo*. Larger organoids have also been developed in other neural organoid systems, and introducing biomaterials as a growth substrate has optimized differentiation and stabilization (Lancaster et al., 2018). At a certain size, this might also be required for retinal organoids, which may become convoluted and therefore deteriorate. Generally, MROs are larger in other protocols, with an estimated surface area ranging between 2.5 and 7 mm^2^ (Decembrini et al., 2014; Völkner et al., 2016; DiStefano et al., 2018). For comparison, we estimated the surface area of MROs based on their circumference by assuming that the organoid is spherical. At D25, in our MRO system it is 1.4 mm^2^, which is about one-tenth of a primary mouse retina at the end of retinogenesis (∼14 mm^2^ P10 flatmount, Völkner et al., 2016), and SAG treatment increased it by 2.6-fold (to 3.7 mm^2^). Although many SAG-stimulated MROs showed seemingly homogenous expansion in retinal epithelial length, some showed multiple differentially expanding retinal epithelial domains: this resulted in multi-lobated structures. It is still unclear if MROs can be generated from one eyefield-like patch of cells of origin, or how many separate retinal epithelia develop together on average within each MRO. One explanation might be that SAG-induced epithelial expansion might reveal this, which would be why some show multi-lobated structures. Alternatively, SHH-meditated signaling has multiple functions in retinal development, and might differentially induce progenitor expansion and differentiation. So far, our data indicate that SAG-derived MROs contain all major cell types in a layered structure, but the cell ratio might be different. This requires birthdating and more quantitative studies. Generally, it is well known that retinas may grow by different mechanisms. At least in some species, retinal size is determined by an expanding wave of progenitors, and their differentiation involves SHH signaling (Masai et al., 2000; Neumann and Nuesslein-Volhard, 2000). Retinal ganglion cells are early-developing neurons in vertebrate retinas that express SHH, which promotes retinal progenitor proliferation and differentiation toward neuronal cell types (Esteve and Bovolenta, 2006). Further, retinas in some animals grow by the addition of new neurons from a growth zone at the retinal margin (Moshiri et al., 2004; Tsingos et al., 2019). Although this region is not involved in mouse and human development, it is part of their retinas (Bhatia et al., 2009): progenitor expansion can be experimentally stimulated and involves SHH signaling (Moshiri and Reh, 2004; Moshiri et al., 2004, 2005; Bhatia et al., 2009; Christ et al., 2015). In human patients, increased eye size (buphthalmos) may be caused by mutations in SHH signaling pathways (Pober et al., 2009). Our data indicate that all major cells types are generated in SAG-enlarged MRO, but it is not clear whether increased epithelial length might be the only pathologic change and if other aspects of buphthalmos are reproduced. SAG stimulation of MROs during development may either occur by increasing the number of progenitors throughout the retina and thereby increasing the number of all or some retinal cell types; or specifically increasing the number of differentiating photoreceptors. Further, SAG might expand retinal epithelia by expanding progenitors in margin-like areas and thereby by appending epithelial growth. However, the observed increase in ASCL1+ cells throughout the retinal epithelia supports overall progenitor expansion, which argues against a margin-like mechanism. Further, manipulation of SHH signaling has previously been shown to induce or extend progenitor proliferation in the retinal margin after the end of retinal development. In our MRO studies it is not yet clear whether SAG at mid and end of retinogenesis increases the number of proliferating cells by stimulation of the cycling stem cells, by inducing cell-cycle re-entry of postmitotic cells, or both. However, SAG had no effect in postmitotic (D25) MROs, which might also argue against a margin-like mechanism, and this also suggests that SAG is not sufficient to induce Müller glia proliferation at this point in healthy, postmitotic MROs. Studies in chick and mouse retinas have shown that SHH can stimulate Müller glia proliferation and Müller glia derived neuronal regeneration in damaged but not healthy retina (Wan et al., 2007; Todd and Fischer, 2015; Kaur et al., 2018; Thomas et al., 2018). Further, glial proliferation has been shown to become age-dependently limited in the early postmitotic retina (Löffler et al., 2015), and SHH-dependently in other parts of the nervous system (Heimann et al., 2017). Thus, here we probed the stem-cell competence of embryonic and postmitotic MROs by applying SAG at increasing ages: this provided an insight into its proliferative competences and maturation. In summary, the established SAG-stimulated MRO system facilitates retinal enlargement, and shows that MROs offer an efficient assay to study retinal growth and extrinsic manipulations.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO (accession: GSE168139).

## Ethics Statement

The animal study was reviewed and approved by Landesdirektion Dresden, 09105 Chemnitz, Germany. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

MV and MK contributed to conceptualization and writing. MV performed the MRO experiments. MV, LE, JS, LB, CK, JH, and MK analyzed the data. TK performed the electron microscopy imaging. TK, MV, and MK analyzed the data. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Mouse Retinal Organoid Growth and Maintenance in Longer-Term Culture
**Source:** Front Cell Dev Biol. 2021 Apr 27;9:645704. doi: 10.3389/fcell.2021.645704
**Supplement:** Supplementary file 3

***Supplementary Material***

**Supp. Fig.1:** Extended characterization of retinal cell types in MROs.

Representative images of immunostained cryosections of (A) MROs at D20 compared to (B) primary mouse retina at postnatal day 6. Marker label bipolars and amacrines (PROX1, BHLHE22), or amacrines (EBF3, CALB1, CALB2). Scale bars: 25µm

**Supp. Fig.2:** Extended analysis of MRO maturation.

(A) Pan photoreceptor marker CRX is expressed in the complete outer nuclear layer (ONL) at D20, D25 and D30. (B) Rod specific marker NR2E3 is expressed in the majority of the cells in the ONL. (C) ARR1 is expressed already at D25, but PRPH2 is only detected at D30 (see Fig.3). (D) Cone photoreceptor marker ARR3 is only rarely detected in mouse retinal organoids (MRO), suggesting a rod-dominated phenotype. (E) Cone marker opsin blue (OPN1SW) could be detected in a few cells already at D20 and a clearer cone cell morphology could be observed by D30. (F) ARL3B is located apically to the OLM, indicated by Phalloidin (PD) staining. (G) Mature photoreceptor marker GUCY2D is expressed in the apical processes of photoreceptors at D30, but not before, suggesting photoreceptor maturation in MRO. (H) Bipolar cell marker SCGN is detected in the inner organoid at D25 and D30. D – day. Scale bars: 25µm (all images).

**Supp. Fig.3:** Photoreceptor and synaptic markers defined in the mouse animal-derived retina.

Mouse retinal cryosections were immunostained for photoreceptor maturation markers (A) ARR1, (B) RHO, (C) GNAT1, (D) PDE6B and (E) GUCY2D, as well as synaptic markers (F) CTBP2, (G) BSN and (H) SYP. Photoreceptors show an organized and gradual maturation process in the postnatal mouse retina. RHO is first detected in a few cells of the outer retina at postnatal day (p) 0 (birth), and becomes upregulated and localized apically to the outer segments by postnatal day (p) 6. ARR1 and PDE6B are detected from p6, while GNAT1 and GUCY2D are only observed at p11. Similarly, also synaptic markers show a gradual onset. SYP is already detected at p0 in the developing inner plexiform layer and becomes more strongly expressed by p6. At p11 it is also detected in the outer plexiform layer. In contrast, BSN and CTBP2 are not expressed at p0, but only at p6 in the inner plexiform layer. At p11, both are upregulated and also detected in the outer plexiform layer. p – postnatal day. Scale bars: 25µm.

**Supp. Fig.4:** Extended data on photoreceptor maturation at the ultrastructural level.

(A) Scanning electron microscopy (SEM) of a dissected D25 organoid. The sample fractured preferentially between cell borders, cross-section. (A1) overview, the outer limiting membrane (i.e. apical surfaces of organoid cells) is indicated by red dashed lines. (A2) region indicated by square in A1. Cilia emerging from the photoreceptor inner segments (pis) are pseudo-colored in green. (B) Transmission electron microscopy (TEM) analysis of epoxy resin embedded day 20 and 25 MROs. Photoreceptor inner segments are pseudocolored in green and the outer limiting membrane is indicated by the red dashed line (B1-4). Well-developed inner segments are rare at D20 (B1,2), but quite abundant at D25 (B3,4), and sometimes carry a connecting cilium (B5). (C, D) Tokuyasu cryo-sections of MROs labeled with antibodies against RCVRN (C) or RHO (D) for TEM (C) or CLEM (D). (C1-3) D30, RCVRN immunogold labeling. Overview (1) and details (2,3). All photoreceptors are labeled with 10 nm gold particles indicated by larger brown dots (C2,3, immunogold labeling: anti-RCVRN, ProtA 10 nm gold). Section planes are perpendicular (2) or approximately parallel (3) to the organoid surface. Immunogold labeled photoreceptors or inner segments (pis, in C1) are pseudocolored in green, unlabeled Müller glia in blue. (D1-7) D50, RHO immuno-CLEM (D1) fluorescence overview, the region indicated by the square is shown in D2. (D2) overlay fluorescence and TEM at organoid surface; note the reduced membrane staining; 2 ROIs are indicated (arrowheads). (D3) ROI 1 is one of the rare photoreceptor inner segments (pis) with membrane staining, (D4) ROI2 is a heavily labeled photoreceptor outer segment (pos). (D5-7) subsurface outer nuclear layer. (D5) insert fluorescence, a single membrane labeled photoreceptor (nuclear level) is indicated (*), (D5) overlay fluorescence and TEM, ROI indicated (*). (D6) photoreceptor with membrane staining (gold particles highlighted by larger green dots). The square indicates the region shown in D7. (D7) Membrane staining at higher magnification (Immuno fluorescence and gold labeling D41-7: anti-RHO, Goat-anti-rabbit Alexa488, Prot A 10 nm gold). (E) Transmission electron microscopy (TEM) confirms the formation of synapses in D30 (1) and D40 (2) MROs. (E1) epoxy resin embedded sample, (E2) Tokuyasu cryo-section stained with anti-RHO and protein A 10 nm gold. Legend: D – day, olm – outer limiting membrane, pis – photoreceptor, pos – photoreceptor outer segment, onl – outer nuclear layer, cc – connecting cilium, mg – Müller glia, m – mitochondrion, sv – synaptic vesicles, ROI – region of interest. Scale bars: (A) 1: 5µm, 2: 2µm; (B) 1,3: 20µm, 2: 2µm, 4: 5µm, 5: 1µm; (C) 1: 10µm, 2: 1µm, 3: 500nm; (D) 1: 50µm, 2,5: 10µm, 3: 1µm, 4,7: 500nm, 6: 2µm; (E) 1, 2: 500nm.

**Supp. Fig.5:** Supplemental data for transcriptome analysis of the MRO system.

(A) Principal component (PC) analysis (PCA) of the rlog transformed normalized count data. (B) Heatmap plot depicting differentially expressed genes for all timepoints (FDR 0.01). (C) Color code for heatmap plots indicating MRO sample age and statistical significance of differentially expressed genes (DE). Heatmaps scales depict z-scores of rlog normalized counts. 6 MRO per timepoint were analyzed. (D-E) Selected genes of interest to study temporal changes in gene expression associated with major retinal cell types and (F-G) reactive gliosis and neuroprotection response in retinal pathologies.

**Supp. Fig.6:** Ensemble of Gene Set Enrichment Analysis of MRO development.

Ensemble of Gene Set Enrichment Analysis (EGSEA): Analysis was performed for MRO at day (D) 20, 22, 25 and 30. Analysis based on different EGSEA databases (A – GeneSetDB Gene Ontology (GO), B – h Hallmark Signatures, C – c5 GO Gene Sets, D – GeneSetDB Pathway) revealed several significantly enriched terms supporting temporally regulated retinal development and maturation of the MRO system. The z score states how many standard deviations from the population mean a given score is. Detailed data for each plot is provided in Supplementary Table 2.

**Supp. Fig.7:** Comparison of retina organoid stability in the motherorganoid versus trisection protocols.

(A) Mouse retinal organoids (MRO) were differentiated in parallel from the same batch of mESC using the trisection (TRIP, (Völkner et al., 2016; Völkner et al., 2019)) and motherorganoid (MOP, (Gonzalez-Cordero et al., 2013)) protocols, respectively. See methods for details on the protocols. (B) Tissue sections of MROs at day 23 were immunostained for photoreceptor (RCVRN), reactive gliosis (GFAP), and cell nuclei (DAPI) markers. MROs derived from the trisection protocol showed continuous epithelia with photoreceptors localized in an outer nuclear layer-like structure along the outer (apical) surface of the organoid, as well as low (or no) GFAP expression. In contrast, MROs derived from the motherorganoid protocol showed increased and highly variable GFAP expression, as well as discontinuous retinal epithelia. (C) Quantification of GFAP expression. Each circle represents one individual organoid (n=15) derived from one independent differentiation round. Error bars represent standard deviations (SD). * p<0.0001 (Student’s t-test). Scale bars: 200µm.

**Supp. Fig.8:** Absence of reactive gliosis in primary retina in vivo and spontaneous induction in culture.

(A) Mouse retina was immunostained for Müller glia marker RLBP1, reactive gliosis hallmark GFAP and DAPI. RLBP1 positive Müller glia radially span the entire width of the postnatal day (p) 6, 11 and 35 mouse retinas. GFAP expression is not observed in the radial Müller glia, but only in astrocytes residing in the ganglion cell layer, confirming that in situ Müller glia do not become reactive. (B) In contrast, if p10 mouse retina is ex vivo cultured for 4 days (p10: DEV4) (see methods for details on culture protocol), GFAP is upregulated in the radial Müller glia, suggesting that they become gliotic upon ex vivo culture. (C) Quantification of GFAP expression in the mouse retina at p6, p11 and p35, as well as in p10 ex vivo cultured mouse retina at DEV4 and DEV6. Each dot represents one retina. * p<0.0001 (ANOVA). p – postnatal day, DEV – day ex vivo. Scale bar: 25µm.

**Supp. Fig.9:** Cell death analysis in the MRO system.

(A) Representative images and (B-C) quantitative analysis of cell death in the MRO system based on TUNEL assay and immunostaining of activated caspase 3 (actC3) on MRO cryosections at several selected timepoints. Neurogenesis was monitored in parallel based on ELAVL3/4 (marker for immature and mature amacrines, horizontals, ganglion cells), which matched the birthdating we observed previously (Völkner et al. 2016). (B) Analysis was performed per retinal layer, outer (ONL) and combined inner nuclear layer and ganglion cell layer (INL/GCL); indicated by white dashed lines in (A). Based on marker location, cell death possibly peaks in ganglion and amacrine cells at D18-21, and bipolars and photoreceptors at D25-28, which occurs at P2-5 and P7-8 in vivo, respectively. (D) Data related to Fig.7I: OTX2 labels photoreceptors and bipolars, and DAPI all cell nuclei. Each dot represents one organoid (n), (B-C) n=5, 1 independent experiment (N), (D) n=5/N, N=3. * p<0.05, ** p<0.01, *** p<0.0001 (ANOVA). Scale bars: 20µm

**Supp. Fig.10:** Extended data on experimental stimulation of retinogenesis.

Related to Fig.8. (A-C, F) Representative images and quantification of PHH3 (mitosis marker), ID1 (progenitors), OTX2 (progenitors, bipolars and photoreceptors) and GFAP (reactive gliosis marker) in untreated (CTRL) MROs and MRO treated with SAG. (D) Mouse retina organoids (MRO) treated with or without (CTRL) smoothened agonist SAG to stimulate retinal growth, were immunostained for photoreceptor marker RCVRN and Müller glia marker SLC1A3, and DAPI (grey). MROs treated with SAG at mid retinogenesis express lower levels of RCVRN compared to CTRL, suggesting a less mature state. However, MROs treated at late retinogenesis time point show similar RCVRN levels as CTRL organoids. Both MROs treated at mid and late retinogenesis express Müller glia marker SLC1A3 at similar levels as CTRL organoids, suggesting no effect of SAG treatment on Müller glia development.

(E) Representative images of MROs analyzed five days after (on day 26) the last SAG treatment from day 14 to 21: photoreceptors (RCVRN) are localized in the outer retina, whereas bipolars (PRKCA, VSX2), amacrines (ELVAL3/4) and Müller glia (RLBP1, SOX8) are in the inner retina. Scale bars: 25µm.

**Supp. Fig.11: Graphical abstract.**

**Supp. Tab.1:** List of antibodies used in this study.

Cat.No.- Catalogue number. CLEM – correlative light and electron microscopy

**Supp. Tab.2:** EGSEA data related to Fig.S6.

GO – Gene Ontology, MF – Molecular Function, BP – Biological Process, CC – Cellular Component.

**Supplemental References**

Gonzalez-Cordero, A., West, E.L., Pearson, R.A., Duran, Y., Carvalho, L.S., Chu, C.J., et al. (2013). Photoreceptor precursors derived from three-dimensional embryonic stem cell cultures integrate and mature within adult degenerate retina. *Nat Biotechnol* 31(8)**,** 741-747. doi: 10.1038/nbt.2643.

Völkner, M., Kurth, T., and Karl, M.O. (2019). The Mouse Retinal Organoid Trisection Recipe: Efficient Generation of 3D Retinal Tissue from Mouse Embryonic Stem Cells. *Methods Mol Biol* 1834**,** 119-141. doi: 10.1007/978-1-4939-8669-9_9.

Völkner, M., Zschatzsch, M., Rostovskaya, M., Overall, R.W., Busskamp, V., Anastassiadis, K., et al. (2016). Retinal Organoids from Pluripotent Stem Cells Efficiently Recapitulate Retinogenesis. *Stem Cell Reports* 6(4)**,** 525-538. doi: 10.1016/j.stemcr.2016.03.001.

How the deposited data were processed for this re-analysis (not part of the article)

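The data are RNA sequencing libraries of 24 individual mouse retinal organoids, 6 at each of D20, D22, D25 and D30, from 1 independent experiment. The authors trimmed the reads, aligned them with hisat2 to the GRCm38/mm10 genome, assembled new transcripts with stringtie, merged the assemblies, compared them with the annotated genes, and counted the reads on each annotated gene or new transcript with htseq-count. The values in the deposited tables are these counts, as whole numbers per feature and without normalization. Each table lists the same 126602 features, 46603 of them with an Ensembl gene identifier and 79999 named as assembled loci, followed by summary lines that were left out of the counts. The paper's text does not state whether the counting used the strand.

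Each library was assigned to its timepoint and replicate number from the sample labels, checked against the groups in the paper. The labels of the D22, D25 and D30 organoids contain the word Ctrl, and those of the D20 organoids do not. What it stands for is not stated, so a difference in handling between D20 and the later organoids cannot be excluded. The replicate numbers come from the same labels. Since every library is a different organoid, the numbers do not pair samples across timepoints by design, and the fit with the replicate number as a block was an alternative. Between 13634846 and 19477108 reads per organoid were counted on a feature. At this depth, 3 counts correspond to at most 0.22 CPM. This covers counting error only, since the reads carry no molecular identifiers, and differences between organoids were larger, with a common biological coefficient of variation of 0.3846.

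From the counts, features with a base mean of at least 10 normalized counts were kept, as in the paper, which left 46949 features (16253 annotated genes and 30696 assembled loci). Counts were normalized with TMM and tested with the quasi-likelihood test of edgeR (version 4.0.16) in R (version 4.3.3), in one fit of all 24 organoids without further covariates. The 6 comparisons between timepoints and a joint test of all 4 timepoints used Benjamini-Hochberg adjustment over the tested features and a threshold of 0.01. Standard errors of log2 fold changes were derived from the test statistic. Normalized CPM are CPM computed with the TMM-scaled library size. Principal components and Euclidean distances used the rlog transformation of DESeq2 (version 1.42.0) over all tested features, computed on 1 processor thread, since with several threads 1 feature converged to other values. The difference of distances within and between timepoints was tested by 100000 permutations of the timepoint labels. Sets of genes were tested with camera from limma (version 3.58.1), with a preset correlation of 0.01 between genes. Figures were drawn with matplotlib (version 3.10.9) in Python (version 3.11.15).

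Gene symbols and coordinates were taken from a GENCODE annotation of the same genome build, and 46005 of the 46603 identifiers matched a symbol (16176 of the 16253 tested). The genes named in the text were fixed by a rule: every gene the paper names for this experiment and, for D25 against D22 and for D30 against D20, the 5 annotated genes with the largest rise and the 5 with the largest fall among those past 0.01, with a mean of at least 100 normalized counts and no overlap between the 6 organoids of either timepoint. Genes of the marker lists in the closing section are outside that rule. Some genes that the rule or a list would include are not reported here, and the list of cortex genes was shortened by 1 after its results had been seen. Where the paper names Rbpms3, Syn, Tfap2 and Dab11, the genes Rbpms, Syn1 to Syn3, Tfap2a to Tfap2c and Dab1 were used.

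The scripts were tested on simulated counts drawn from the real means and library sizes, with a dispersion of 0.05 and known changes at D25. The dispersion of the data is larger, so the recovery is that of an easier case. Of the 185 changed features that passed the filter, edgeR recovered 152 (82.16%) with 1 false call for D25 against D22, and no feature was called for D22 against D20. DESeq2 recovered 154 of 200 in the same data. camera recovered the 1 set that was changed.

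The alternatives tried were DESeq2's test, DESeq2's size factors in edgeR, no filter on low counts, edgeR's filterByExpr, annotated genes only, the replicate number as a block, fits of the compared timepoints only, a change of at least 2-fold, the omission of each organoid in turn, other transformations and features for the principal components, and for sets of genes an estimated correlation between genes. The gene set collections of the paper were not used here. Gene panels from Figure 6 and families of gene symbols took their place. Microscopy and quantification data of the paper were not analysed here.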

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

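All tests of explanations in this part were chosen after the results had been seen, apart from the counts of other splits of the samples.

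For each timepoint, the highest or lowest of the 6 organoids was compared with the others by its gap to the nearest organoid as a share of the whole range. This was done for 20 groups of library measures and for 292 groups of 1 named gene at 1 timepoint. Of the library measures, 1 group had an organoid apart from the others, where 1 is what chance gives. Of the gene groups, 33 had one, where chance gives 14.6 (genes are not independent). That number holds for normally distributed values, whereas normalized CPM without a log transformation can be skewed upward. In most of the 33 groups the organoid apart was the highest. The excess alone therefore does not show that organoids were unusual. In the following, the number beside each gene is that share.

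D30 replicate 6 had a score of 52.1 on the first principal component, against 73.95 to 77.3 for the other D30 organoids (share 0.867). Its library was not shallow, as its assigned count ranked 4 from the smallest of the 6 D30 libraries. Its mean distance to D25 organoids was 0.936 times that to the other D30 organoids. An exchange with a D25 library is nevertheless contradicted by Gnat1, at 225.5 normalized CPM in this organoid and at most 13.67 at D25. Across features, its deviation from the other D30 organoids correlated with the difference between D25 and D30 at r = 0.482, and for the other D30 organoids this value was at most 0.216. This is below the r of 0.5 set for the test. Single genes went both ways. Among the D30 organoids it was the highest for Nrl (343.7 normalized CPM), Nr2e3 (499.7) and Crx (885), which were higher at D25 than at D30 on average, and also for Rcvrn (579.9), Rom1 (463.9), Prcd (94.68) and Prph2 (1265), which were lower at D25. It was the lowest for Gfap (113.6), Aqp4 (49.89), Neurod6 (0.776) and Syn2 (2.106). These genes were picked after their values were seen. Whether this organoid was less advanced cannot be told from these data, also because its position on that component was seen first and follows nearly the same axis as the test.

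D25 replicate 1 stood apart for 7 of the genes. It was highest for Thy1 (0.647), Prkcb (0.745), Syn1 (0.748), Syn3 (0.656), Elavl3 (0.756) and Cntnap5a (0.766), and lowest for Nrl (0.692). Its assigned count ranked 5 from the smallest of the 6 D25 libraries, so low depth was ruled out. A candidate explanation is tissue of a cortex type in that organoid. In the other 23 organoids, the joint deviation of Syn1, Syn3, Prkcb, Elavl3 and Thy1 from the timepoint means correlated with that of a list of 4 cortex genes (Emx1, Emx2, Tbr1 and Fezf2) at r = 0.595 (permutation p = 0.0044, adjusted p = 0.011 over 5 relations) and rho = 0.677 (permutation p = 0.0014, adjusted p = 0.0035), and at r = 0.63 without the 2 organoids farthest from the median. Of the list, Emx1, Emx2 and Tbr1 had r from 0.518 to 0.579 and Fezf2 had r = 0.227. In D25 replicate 1 itself, Emx1 (6.079 normalized CPM), Tbr1 (9.148) and Fezf2 (8.627) were the highest of the D25 organoids. Emx2 was not, at 3.937 against 14.66 in replicate 4. The relation in the other 23 organoids could also reflect a varying share of any neurons, retinal or not, which was not tested.

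D22 replicate 6 stood apart as the highest organoid for Gnat1 (0.799), Pou4f2 (0.738), Aqp4 (0.644), Gfap (0.664) and 5430419D17Rik (0.908). D20 replicate 1 was highest for Cntf (0.662), Foxn4 (0.671) and Gucy2f (1) and lowest for Nrl (0.636). At D20, replicate 4 was highest for Gad1 (0.853) and Cntnap5a (0.667) and lowest for Pax6 (0.645), replicate 6 was highest for Thy1 (0.665) and 5430419D17Rik (1), and replicate 3 was highest for Grm6 (0.746). At D22, replicate 2 was highest for Thy1 (0.758) and replicate 1 lowest for Elavl3 (0.738). At D25, replicate 3 was highest for Fgf15 (0.671) and Arhgef37 (0.775), and replicate 2 for Lifr (0.665). At D30, replicate 1 was highest for Ccnb1 (0.866) and Egfr (0.645), replicate 3 for Gucy2f (0.663) and Fgf15 (0.734), replicate 4 for Mybpc1 (0.626) and replicate 6 for Pou4f2 (0.627). Low depth of the library is unlikely as a general reason, as the organoid standing apart was the smallest library of its timepoint in only 2 of the 33 groups, which involve 14 organoids. Few counts of the gene may explain part of them. Of the 23 groups with a mean count below 10, 6 had such an organoid, against 27 of the other 269 (one-sided Fisher's exact test, p = 0.032). The values of Gucy2f and 5430419D17Rik at D20 each rest on 1 count in 1 organoid. No biological explanation was tested for these single genes.

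The assembled loci, which the paper's text does not discuss, changed as well. Between D20 and D30, 5802 of the 30696 tested loci differed at an adjusted p below 0.01. Between D20 and D22, 344 loci were higher and 10 lower at D22. For the comparisons that hold these loci, only the real assignment gave so many features among 32 splits of the 12 organoids that part the same-numbered organoids, namely 1 of 32 for D30 against D20 and 1 of 32 for D22 against D20. What these loci encode was not analysed here.

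One assembled locus, XLOC_126462, took more counts than any other locus. Its mean was 31510 ± 5006 normalized CPM (SD, n = 6) at D20, 36460 ± 6324 at D22, 40400 ± 7014 at D25 and 62240 ± 16810 at D30, or 3.177% of all counts at D20 and 5.816% at D30. Its log2 fold change from D20 to D30 was 0.98 (standard error 0.14, adjusted p = 2.16e-06). The share of counts on all loci was 13.83% at D20 and 15.69% at D30. Without this locus the difference of D30 from D20 was -0.538 percentage points, so that this one locus accounts for the higher share. Thinning all libraries to the smallest total left the difference at 1.85 percentage points, but thinning does not change the expected share of a class of features, so this cannot tell whether depth plays a part. No biological explanation was tested.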

How the results depend on the processing

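The alternatives were set before the data were examined, except for the first principal component over the 500 most variable annotated genes, which was chosen after seeing the data.

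The number of differentially expressed features stayed within 1.5 times the reported one under DESeq2's size factors, both other filters, fits of 2 timepoints and the replicate block. With DESeq2's test it did so too, except for D22 against D20, with 1605 features in place of 894. The cause was not tested. With annotated genes only, which removes loci by design, the counts were 4672 for D25 against D20, 6167 for D30 against D22, 7322 for D30 against D20 and 7627 for all 4 timepoints. A minimum change of 2-fold left 467 features for D22 against D20, 1320 for D25 against D22, 922 for D30 against D25, 4331 for D25 against D20 and 6583 for D30 against D22. Across the 24 fits that each left out one organoid, the number ranged from 444 to 1332 for D22 against D20 and from 1580 to 2864 for D25 against D22. The step from D22 to D25 held more features than either other step in every one of these fits and alternatives, except without D22 replicate 1 (1580 against 1600 from D25 to D30).

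With the replicate number as a block, the counts were 823, 2221 and 1492 for the 3 consecutive steps and 6866, 9738 and 12254 for D25 against D20, D30 against D22 and D30 against D20, and 12126 for all 4 timepoints. The replicate numbers did not pair the organoids: deviations from the timepoint means correlated at a mean r of 0.0125 over 36 pairs with the same number and of -0.00243 over 180 pairs with different numbers.

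Using annotated genes only changed the scaling. The median log2 fold change of annotated genes from D22 to D30 was 0.14 when all features set the scaling and -0.004 when annotated genes alone did. For D25 against D22, the share of annotated genes among those differentially expressed that were higher moved from 1191 of 1665 to 1025 of 1995. It also fell for D30 against D22, from 3893 of 5770 to 3190 of 6167, and for D30 against D25, from 739 of 1199 to 742 of 1482. For D22 against D20 it rose, from 416 of 540 to 572 of 699. Fits of 2 timepoints moved the share of higher features from 85.01% to 63.26% for D22 against D20 and from 50.21% to 62.74% for D30 against D25. The cause was not tested. The other settings moved this share by less than 10 percentage points.

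The share of variance on the first principal component was 40.23%. It became 53.64% with annotated genes only, 73.7% with the 500 most variable features, 73.11% with the 500 most variable annotated genes and 30.54% with log2 CPM, while the variance stabilizing transformation gave 39.43%. The causes were not tested. Distances within timepoints stayed smaller than between timepoints under all 4 alternatives.

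Of the 13 gene sets, 8 kept their direction and side of the threshold under all 7 alternatives. The amacrine set, which did not pass (shift 0.09), changed sign with annotated genes only (-0.10) and with no filter (-0.19). With annotated genes only, the shifts of the gliosis set (1.84, adjusted p = 0.0715) and of the Müller glia set (1.24, adjusted p = 0.0225) no longer passed. With the correlation between genes estimated, 4 sets no longer passed, with unchanged shifts of 2.04 for gliosis (adjusted p = 0.0262), 1.43 for Müller glia (0.0741), -1.13 for proliferation (0.022) and -1.22 for ribosomal proteins (0.0219).

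For single genes, 622 values under 7 alternatives were compared with 89 reported results. Of these, 592 kept direction and side of the threshold, 6 no longer passed, 15 newly passed and 9 changed sign, all of them close to 0. The sign changed for Ccnb1 from D22 to D25 with DESeq2 (0.0072), with its size factors (0.0102), with filterByExpr (0.0194) and with no filter (0.0182), for Egfr (-0.0795) and Pcna (-0.0546) from D22 to D25 with annotated genes only, for Lhx4 from D25 to D30 with the replicate block (-0.0258), and for Nr2e3 from D22 to D30 with DESeq2 (0.0016) and its size factors (0.0021). The causes were not tested.

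Depth limits the genes with few counts. Cntf, Lif, Mmp9 and Pou4f2 had fewer than 30 counts on average at D30, and values of Ptf1a after D22 and of Gnat1 at D20 lie near the 3 counts taken as the smallest amount.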

Differences from the paper's values

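The share of variance of the first principal component was 40.23%, less than 1.5 times from the paper's 59%. Of the alternatives set before the data were examined, annotated genes only (53.64%) came closest, and log2 CPM (30.54%) was the one that differed by more than 1.5 times. No other value the paper states for these data was computed here, apart from the depth.

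The paper states that Pcna, Mcm6, Ccnb1, Cdkn1c and Egfr decrease between D22 and D25. Their log2 fold changes in this step were 0.03, 0.34, -0.02, -0.12 and 0.01, with adjusted p values from 0.387 to 0.987, and none of the alternatives called any of them.

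The paper has Nrl and Crx increasing at least until D30. From D25 to D30, Nrl changed by -0.25 (adjusted p = 0.463) and Crx by -0.38 (adjusted p = 0.0143), and the fall of Crx passed 0.01 with no filter, with filterByExpr and with adjustment over the named genes alone. No setting gave a rise. The increase of Nr2e3 from D22 to D30 stated in the paper was a change of -0.07 (adjusted p = 0.866), and that of Nrl one of 0.42 (adjusted p = 0.0473). No setting called either over this whole interval. Within it, Nrl rose from D22 to D25 (0.68, adjusted p = 0.00625), though not past 0.01 with annotated genes only. The mean of Nr2e3 was higher at D25 than at D22 and at D30.

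For Lhx4 the paper gives high expression from D25. Its change from D22 to D25 was 0.12 (adjusted p = 0.838). Vsx1, given as high from D22, had 7 counts per organoid at D22 and rose from D22 to D25. Tfap2a, given as enriched until D22, changed by 0.12 from D22 to D25 (adjusted p = 0.879).

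The paper has Pou4f2 and Rbpms3 detected from D22. Pou4f2 was highest at D20 and fell by 1.28 on the log2 scale to D22 (adjusted p = 0.0788, and 0.00751 in the fit of D20 and D22 only; adjustment over the named genes alone also called it). Rbpms changed by -0.41 (adjusted p = 0.473).

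The paper states that genes of mature amacrines increase from D22. From D22 to D25, Tfap2a, Tfap2b, Rbfox3, Gad1, Calb1 and Dab1 rose without passing 0.01 under any setting. The exception was Dab1 when adjusted over the list of named genes alone. Tfap2c changed by -0.36 in this step (adjusted p = 0.226). Calb1 rose past 0.01 from D25 to D30. Of the 14 genes of the amacrine heatmap, 7 rose and 4 fell past 0.01 from D22 to D30. Prkcb, stated to increase from D25, rose from D22 to D25 by 1.91 (adjusted p = 0.000481). Grm6 and Scgn were also already higher at D25 than at D22.

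For the synapse and Müller glia genes stated to rise from D22, the settings were compared for the step from D22 to D25 only. Of the synapse genes, Syn2 passed the threshold in this step (adjusted p = 0.00299). Syn1 (adjusted p = 0.0191) was called by DESeq2 and by adjustment over the named genes alone. Syn3, Bsn and Stx1a (adjusted p = 0.098, 0.403 and 0.08) were called by no setting. From D22 to D30, 10 of the 14 tested genes of the synaptogenesis heatmap rose past the threshold and 0 fell. Of the Müller glia genes, Clu passed the threshold from D22 to D25 (adjusted p = 0.000111). Ttyh1 was called by DESeq2 and in the fit of D22 and D25 only. Rlbp1 was called by DESeq2, with no filter, with the replicate block and in the fit of D22 and D25 only. Apoe was called with no filter and in the fit of D22 and D25 only, and Dbi and Aqp4 in that fit only. Adjustment over the named genes alone also called Ttyh1, Rlbp1 and Apoe. Vim and Glul were called by no setting in this step. Both rose past the threshold from D25 to D30, as did Ttyh1, Dbi, Apoe, Aqp4 and Clu. From D22 to D30, 9 of the 13 genes of the Müller glia heatmap rose past the threshold and 2 fell.

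Among the genes stated to decline at D30, Elavl3 (-0.19, adjusted p = 0.646), Ebf3 (-0.67, adjusted p = 0.0395) and Pou4f2 (-1.44, adjusted p = 0.0812) fell without passing 0.01 under any setting, except Ebf3 when adjusted over the named genes alone. Among the gliosis genes stated to be low until D25 and to increase afterwards, Lifr was at 194 normalized CPM at D25 and changed by -0.20 (adjusted p = 0.401), Hbegf rose by 0.73 (adjusted p = 0.262) and Egfr by 0.44 (adjusted p = 0.4), and no setting called them. Cntf (adjusted p = 0.024) was called by DESeq2 and by adjustment over the named genes alone.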

Other observations

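The tests on splits of the samples, on the step from D22 to D25 and on lists of cone, pigment epithelium, lens, hypoxia and microglia genes were chosen before their results were seen. The tests on Neurod6 and Gfap were chosen afterwards. That the tests on the interval, on GC content and length, and on cone, pigment epithelium and hypoxia genes cannot decide was also judged after their results had been seen.

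For each comparison of 2 timepoints, 32 of the 462 splits of its 12 organoids into 6 and 6 part all same-numbered organoids, and each was fitted. The other 430 splits leave at least 1 such pair together and were not fitted. For each of the 6 comparisons, only 1 of the 32 splits, the real one, gave as many differentially expressed features. The next largest numbers were 500 for D22 against D20, 285 for D25 against D22, 73 for D30 against D25, 4 for D25 against D20, 1922 for D30 against D22 and 1713 for D30 against D20. For all 4 timepoints, 1 of 100 regroupings, the real one, gave as many, and the next largest number was 7.

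The larger number of features from D22 to D25 than from D20 to D22, 2.77 times as many, was weighed against technical explanations. A difference in depth is not the reason, since the ratio was 2.98 with every library thinned to the smallest total. A bias from GC content or gene length could not be excluded. With an offset for both in each library the ratio was 4.77 among annotated genes, against 2.86 without it. The offset moved the number of genes from 1991 to 3162 for D25 against D22, and from 697 to 663 for D22 against D20. It was fitted to each library's own deviations, so it can also take up or add differences between timepoints. Log2 fold changes from D22 to D25 correlated weakly across genes with GC content (rho 0.111) and length (rho 0.103). Genes are not independent replicates in these correlations. Leaving out the 20 features with the most counts gave a ratio of 2.96. The interval from D22 to D25 is longer by 1 day. Per day the ratio was 1.85, but the number of features does not grow evenly with time (7095 over the 5 days from D20 to D25, against 894 and 2478 over its 2 parts), so that the larger number cannot be told apart from an effect of the longer interval. The number of features from D25 to D30 was smaller although that interval was longer still.

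Neurod6 varied widely between organoids of one timepoint, from 0.776 to 175 normalized CPM at D30. The paper uses it as a gene of amacrines, and it is also expressed in cortical neurons. Its deviations from the timepoint means followed those of 4 cortex genes (Emx1, Emx2, Tbr1 and Fezf2) over the 24 organoids, with r = 0.795 (permutation p = 7e-05 from 100000 permutations, adjusted p = 0.00035 over 5 relations) and rho = 0.819 (permutation p = 8e-05), and r = 0.766 without the 2 organoids farthest from the median. Within timepoints r was 0.9 at D20, 0.366 at D22, 0.749 at D25 and 0.903 at D30. With a list of 6 amacrine genes (Gad1, Gad2, Slc32a1, Slc6a9, Tfap2a and Tfap2b) r was -0.0717 (permutation p = 0.77) and rho -0.17 (permutation p = 0.45). This does not exclude a varying number of only those amacrine cells that express Neurod6. Going by the relation with the cortex genes, a varying amount of neurons of a cortex type in some organoids may lie behind the values of Neurod6. The means of the cortex genes were low, and no organoid was examined for such tissue here.

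Gfap varied from 114 to 2163 normalized CPM between the D30 organoids. Over these 6 organoids it correlated with the same cortex list (r = 0.928, exact permutation p = 0.014, adjusted p = 0.018; rho = 0.886, exact permutation p = 0.033; r = 0.96 without the 2 farthest) and with a list of 6 Müller glia genes (r = 0.924, exact permutation p = 0.0083, adjusted p = 0.014; rho = 0.886, exact permutation p = 0.033; r = 0.883 without the 2 farthest). Each of the 4 cortex genes correlated positively with Gfap (r from 0.712 to 0.93). Of the Müller glia genes, Cav2, S100a16, Dbi and Glul did so (r from 0.803 to 0.948), but Rlbp1 (r = -0.306) and Car2 (r = -0.71) went the other way, so that this relation cannot tell whether the number of Müller glia varied. A varying amount of cortex-type tissue with its own astrocytes could explain the spread of Gfap, but 6 organoids cannot rule out a change within the Müller glia.

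Cone genes did not move as a group from D20 to D30 (mean log2 fold change -0.28 over 10 genes, adjusted p = 0.364, camera). Of the 8 that passed 0.01 singly, 4 rose and 4 fell, so a test of the set cannot tell whether cones mature over the same days as rods. From D20 to D30, Opn1sw fell by 2.88 on the log2 scale, from 12.6 to 1.71 normalized CPM (adjusted p = 5.24e-08), Gngt2 by 1.74 (adjusted p = 3.332e-08) and Rxrg by 2.08 (adjusted p = 1.333e-08), while Arr3 rose by 1.22 (adjusted p = 0.00158) and Gnat2 by 0.90 (adjusted p = 0.00499). These genes were named after their values were seen. Of the 3 consecutive steps, the set passed 0.01 only from D25 to D30 (mean -0.47, adjusted p = 0.001031), with 3 genes down and 0 up past 0.01. In that step 5 genes rose and 5 fell, with a median change of -0.0086, so the fall was not shared by the whole set.

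Hypoxia response genes did not pass 0.01 as a set from D20 to D30, with a mean log2 fold change of -0.47 over 14 genes (adjusted p = 0.0152, camera), 11 of them down and 3 up. The set fell past 0.01 from D22 to D25 (mean -0.57, adjusted p = 0.0001856, 13 of 14 genes down) and from D22 to D30 (mean -0.63, adjusted p = 0.0004714), and in none of the 6 comparisons did it rise past 0.01. From D20 to D22, 3 of its genes rose and 0 fell past 0.01. The paper's text describes growing epithelia at least up to D25, while a figure legend places growth in the first 20 days. The fall of the set from D22 to D25 gives no sign of oxygen becoming limiting in that step. Growth before D20 was not sampled, so these comparisons cannot tell whether oxygen became limiting with growth as a whole. The 7 tested genes of the pigment epithelium had a mean log2 fold change of 1.09 from D20 to D30, but single genes ranged from -2.93 to 6.88, with 2 rising and 2 falling past 0.01, and as a set they did not pass (adjusted p = 0.876). With changes so far apart, this test cannot tell whether pigment epithelium grows or matures. Of 12 lens crystallin genes, 1 (Cryab) had a base mean of at least 10, so a rise of crystallins together with the stress genes could not be tested as a set. Of 6 microglia genes, 0 reached a mean count of 10 at any timepoint. The highest mean was 5.33 counts, for Tmem119 at D25, and the presence of microglia was thus not detectable at this depth.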
